# DCUN1D1 Is an Essential Regulator of Prostate Cancer Proliferation and Tumour Growth That Acts through Neddylation of Cullin 1, 3, 4A and 5 and Deregulation of Wnt/Catenin Pathway

**DOI:** 10.3390/cells12151973

**Published:** 2023-07-31

**Authors:** Akhona Vava, Juliano D. Paccez, Yihong Wang, Xuesong Gu, Manoj K. Bhasin, Michael Myers, Nelson C. Soares, Towia A. Libermann, Luiz F. Zerbini

**Keywords:** prostate cancer, E3 ligase, DCUN1D1, neddylation, Wnt/β-catenin pathway

## Abstract

Defective in cullin neddylation 1 domain containing 1 (DCUN1D1) is an E3 ligase for the neddylation, a post-translational process similar to and occurring in parallel to ubiquitin proteasome pathway. Although established as an oncogene in a variety of squamous cell carcinomas, the precise role of DCUN1D1 in prostate cancer (PCa) has not been previously explored thoroughly. Here, we investigated the role of DCUN1D1 in PCa and demonstrated that DCUN1D1 is upregulated in cell lines as well as human tissue samples. Inhibition of DCUN1D1 significantly reduced PCa cell proliferation and migration and remarkably inhibited xenograft formation in mice. Applying both genomics and proteomics approaches, we provide novel information about the DCUN1D1 mechanism of action. We identified CUL3, CUL4B, RBX1, CAND1 and RPS19 proteins as DCUN1D1 binding partners. Our analysis also revealed the dysregulation of genes associated with cellular growth and proliferation, developmental, cell death and cancer pathways and the WNT/β-catenin pathway as potential mechanisms. Inhibition of DCUN1D1 leads to the inactivation of β-catenin through its phosphorylation and degradation which inhibits the downstream action of β-catenin, reducing its interaction with Lef1 in the Lef1/TCF complex that regulates Wnt target gene expression. Together our data point to an essential role of the DCUN1D1 protein in PCa which can be explored for potential targeted therapy.

## 1. Introduction

Prostate cancer is the second-most-frequent and the fifth-leading cause of cancer-related deaths in men in higher-income countries [1,2]. In lower-income countries, it is the most frequent and deadly solid cancer in men and represents a concern for the already overloaded healthcare system. In general, therapeutic strategies such as androgen ablation therapy, surgery and radiation therapy are effective for the treatment of local disease; however, very few treatment options are effective for patients with hormone-refractory metastatic disease. Deciphering pathophysiological pathways for disease development is essential to improve understanding of the mechanisms that drive PCa progression and may lead to new insights into disease development and the development of novel therapeutic approaches.

The defective in cullin neddylation 1 domain containing 1 (DCUN1D1) protein is an E3 ligase of the neddylation pathway that targets members of the cullin family of proteins [3,4,5]. It interacts with cullin proteins and facilitates the transfer of NEDD8 to them, which leads to the recruitment of ubiquitin-conjugating enzymes and the subsequent degradation of target proteins. Dysregulation of DCUN1D1, the neddylation pathway and cullin RING ligases’ (CRLs) activity can affect the degradation of specific proteins involved in cellular processes, contributing to oncogenesis, tumour growth and resistance to therapies. DCUN1D1 plays a role in tumourigenesis and progression and has been associated with poor prognosis in gliomas, lung, cervical cancer, laryngeal squamous cell carcinoma, colorectal, head and neck and prostate cancers [5,6,7,8,9,10,11,12]. Although it has been described as an oncogene in different types of cancers, the precise function of DCUN1D1 and its mechanism of action are not clearly understood. Since DCUN1D1 impacts several aspects of tumour progression, understanding its mechanism of action is key and may define it as a novel therapeutic target. In this work, we have explored the involvement and relevance of DCUN1D1 in PCa. We demonstrated that this protein is upregulated in PCa cell lines and clinical samples. Furthermore, we demonstrated that DCUN1D1 regulates PCa cell proliferation, migration and tumour formation in vivo. Using different proteomics approaches, we identified broader substrates of DCUN1D1 and identified the mechanism by which it mediates its activities in PCa, which may provide insights into its activity in general. We observed that functions associated with development were deregulated upon DCUN1D1 knockdown in PCa. Furthermore, we identified CUL3, CUL4B, RBX1, CAND1 and RPS19 as potential DCUN1D1 interactors. Our further analysis suggests that DCUN1D1 mediates preferentially the neddylation of cullins 1, 3, 4A and 5, resulting in deactivation of the WNT pathway via inactivation of β-catenin as part of its mechanism of action in PCa. Together, our data provide new insights in the role of DCUN1D1 in PCa and point to a potential therapeutic target that may lead to more precise and efficient approaches in the battle against this disease.

## 2. Materials and Methods

Cell lines authentication and culture: Cells were authenticated by the cell bank using DNA profile (STR) and cytogenetic analysis. Human PCa cell lines, 22RV1 (CRL-2505), LNCaP (CRL-1740), VCaP (CRL-2876), DU145 (HTB-81), PC-3 (CRL-1435) and normal epithelial prostate cell line and PrEC (PCS-440-010) were obtained from the American Type Culture Collection (ATCC) (Rockville, MD, USA). CW19 cells were kindly provided by Dr Steven Balk (BIDMC, HMS, Boston, MA, USA) and CL1 derived from LNCaP cells were kindly provided by Dr Sun Paik, University of California, Los Angeles. PC-3, 22RV1, CW19, VCaP, DU145 and DUCaP were grown in Dulbecco’s Modified Eagle Medium (DMEM) (Gibco, Life Technologies, Carlsbad, CA USA). LNCaP and CL1 were grown in Roswell Park Memorial Institute-1640 (RPMI-1640) medium (Sigma-Aldrich, St. Louis, MO, USA), while PrEC was grown in Prostate Epithelial Cell Basal Medium (PreEBM) (Lonza, Walkersville, MD, USA). HEK 293TT cells were grown in Dulbecco’s Modified Eagle Medium (DMEM) (Sigma-Aldrich, Darmstadt, Germany). All media were supplemented with 10% fetal bovine serum (FBS) (Biochrom AG, Berlin, Germany) and 1% penicillin (5000 μg/mL)/streptomycin (500 μg/mL) (Lonza, Walkersville, MD, USA). The cells were incubated at 37 °C in a humidified atmosphere of 5% CO_2_ until confluent.

Generation of DCUN1D1 KD PCa cells: DU145 and PC-3 DCUN1D1 KD cells were generated by transducing with the MISSION Lentiviral Transduction Particles (Sigma-Aldrich, St Louis, MO, USA) encoding the shRNA against DCUN1D1 (clone ID: TRCN0000134715) following the company’s recommendation.

Plasmids and transfection assays: The plasmids pCDNAFlag-DCUN1D1 were constructed in house by the amplification of DCUN1D1 using specific oligonucleotides (sense 5’GCGAGACGGATCCATGAACAAGTTGAAA3’ and antisense 5’CTATGACCGCGGCCGCAATCTAGAGTCGA3’ and cloned into the *Bam*HI/*Not*I restriction site of the pCDNA3.1. pcDNAMyc-Ub, which allows the expression of ubiquitin, was kindly donated by Dr Marcelo Gomes (Universidade de São Paulo, Brazil). Transfection was performed using lipofectamine plus reagent (Invitrogen) as previously described [13].

Inhibition of proteasome: Cells were plated and, once attached in the culture dishes, were treated with 1 mM of the proteasome inhibitor MG132 (Sigma-Aldrich, St. Louis, MO, USA) for 4h. DMSO (Sigma-Aldrich, Milwaukee, Germany) at the concentration of 0.1% was used as a control.

Real-time PCR: Total RNA was harvested using QIAshredder (Qiagen, Valencia, CA, USA) and the RNeasy mini kit (Qiagen) for tissue samples or cells, as recommended by the manufacturer. For evaluation of DCUN1D1 expression in human tissue samples, OriGene TissueScan Prostate Cancer Tissue Array I (OriGene Technologies, Rockville, MD, USA) was analysed by RT-PCR following the manufacturer’s protocol. All samples were normalized against GAPDH. The primers used were as follows: DCUN1D1, 5’-TCTGTGATGACCTGGCACTC-3’ (sense) and 5’-GCCATCCATGAACTCCTGTT-3’ (anti-sense); GAPDH, 5’-GTCTTCACCACCATGGAGAA-3’ (sense) and 5’-ATCCACAGTCTTCTGGGTGG-3’ (anti-sense) (IDT Technology, Coralville, IA, USA).

Immunohistochemistry analysis: Sixteen deidentified human tissue samples comprising paired cancer and normal tissues were evaluated for DCUN1D1 expression using immunohistochemistry. Ethical approval for this study was obtained from the Human Research Ethics Committee of the Faculty of Health Sciences, University of Cape Town, South Africa (approval number HREC454/2012). Immunohistochemistry was performed using the mouse monoclonal anti-DCUN1D1 antibody (Santa Cruz Biotechnology, Dallas, TX, USA) as previously described [14].

Cell migration: The assay was performed using a modified transwell chamber migration assay (BD Biosciences, Bedford, MA, USA) as previously described [13].

Proliferation and apoptosis assays: Proliferation and apoptosis assays were performed as previously described using Cell Proliferation Kit I (MTT; Roche, Basel, Switzerland) and Cell Death Detection ELISA^PLUS^ (Roche) [13,15,16,17].

Animal experiments: Eight-week-old male MF-1 nude mice, obtained from the University of Cape Town, were bred at the University’s animal facility, and housed in a pathogen-free environment. Animals were randomly divided into groups of 6 mice and subcutaneously implanted with PCa cell lines (5 × 10^6^/mice). Sample size calculation for an equal variance t-test showed the sample size needed was six per group to achieve the statistical power of 0.8. Immediately before implantation, cell lines were trypsinized and re-suspended in DMEM with 10% fetal bovine serum. Cell viability was determined by trypan blue exclusion and a single-cell suspension with 90% viability was used for implantation. Tumour size (volume) was measured on a weekly basis after implantation and the experiment was concluded when the average tumour reached 1500 mm^3^. Animals were euthanized, and the tumours were carefully dissected and weighted. All procedures with animals were reviewed and approved by the Animal Research Ethics Committee of the University of Cape Town (approved protocol number 009/062).

Microarray analysis: DU145 cells were infected with two different shRNAs against DCUN1D1 or GFP shRNA lentivirus at a multiplicity of infection of 10. Twenty-four hours post-infection, the media were replaced, and cells were incubated for an additional 48 h. RNA was collected using a QIAshredder (Qiagen) and RNeasy Mini Kit (Qiagen) and converted into cRNA according to the manufacturer’s instructions (Affymetrix, Santa Clara, CA, USA). cRNAs were hybridized to the HT U133AAofAv2 array plate (Affymetrix) and analysis was performed as described [13,15,17]. All datasets have been deposited in the Gene Expression Omnibus, (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE147820 (accessed on 1 June 2023)).

Cell lysis, co-immunoprecipitation, tryptic digestion and C18 stage tip clean-up: The cell lysis and co-immunoprecipitation assays were performed in accordance with the laboratories’ mass spectrometer (MS)-compatible immunoprecipitation protocol from the Proteomics Facility, International Centre for Genetic Engineering and Biotechnology, Trieste, Italy. Briefly, HEK 293TT cells were transfected using the calcium phosphate precipitation method and plates were incubated for 48 h until cell lysis. Transfected cells were lysed and sonicated on ice for 30 s at 80 amps using a 0.5 s cycle. Cell debris and DNA aggregates were pelleted by centrifugation at 13,200 rpm for 10 min at 4 °C. The supernatant was transferred to sterile tubes and subjected to a co-immunoprecipitation assay. Co-immunoprecipitation was performed using the EZview red anti-Flag M2 affinity gel resin containing beads with anti-Flag antibodies bound to them (Sigma-Aldrich, Germany). Gel loading tips (Corning, Costar, NY, USA ) were used to remove excess buffer solution to prevent disruption of the bead-bound pulldown products and to decrease the contaminants present in the tube prior to tryptic digestion. In-solution digestion was carried out on 20 µg total protein. Briefly, proteins were denatured with 1 mM dithiothreitol (DTT) for 1 h at room temperature with gentle agitation and alkylated for 1 h in the dark with 5.5 mM iodoacetamide (IAA). The diluted sample was then digested overnight with Trypsin (1:100 ratio) and digestion quenched with Trifluoroacetic acid (TFA) (Sigma-Aldrich, St. Louis, MO, USA). Peptide preparations were then desalted using C18 stage tips and dried before resuspension in 0.1% formic acid (FA) and 2% acetonitrile (ACN) as previously described [18].

Cell seeding and SILAC incorporation: DU145 and DU145 DCUN1D1 knockdown cell lines were used to determine the proteins that are differentially expressed following DCUN1D1 knockdown in PCa. We used the SILAC Protein Quantitation Kit DMEM (DMEM-LYS-C) (Cambridge Isotope Laboratories Inc., Cambridge, MA, USA). Media for the “light” and “heavy” samples were prepared, and then 1% penicillin (5000 μg/mL streptomycin 5000 μg/mL) (Walkersville, MD, USA) was added prior to filter sterilization of the media using 0.22 μm filters (Techno Plastic Products, Trasadingen, Switzerland). The cells were seeded onto 10 cm tissue culture dishes (Wuxi Nest Biotechnology, China) and maintained at 37 °C under humidified conditions, containing 5% CO2 for labelling incorporation.

LC-MS/MS: The MS analysis was performed at the Proteomics Facility, at the International Centre for Genetic Engineering and Biotechnology, Trieste, Italy, using the QExactive Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher, Waltham, MA, USA) coupled in line with Dionex Ultimate 3500 RSnano LC systems (Dionex, Sunnyvale, CA, USA) for proteomics analysis. Liquid chromatography separation was done with an in-house-packed precolumn (100 μM ID × 20 mm) connected to a 75 μM × 500 mm analytical column packed with C18 Luna beads (5 μm diameter, 100 Å pore size; Phenomenex 04A-5452). The columns were connected to an Ultimate 3500 RS nano UPLC system (Dionex, Sunnyvale, CA, USA). A total of 1 μg of desalted peptides was loaded onto the column with the starting mobile phase of 2% ACN, 0.1% FA. Peptides were eluted with the following gradients: 10 min at 2% ACN, increased to 25% ACN for 115 min, to 35% ACN over 5 min, to 80% ACN over 5 min, followed by a column wash of 85% for 20 min. The flow rate was constant at 300 μL/min. Typical back pressure values during separation were <350 bar.

Data-dependent acquisition was performed using XCalibur in full scan mode with automatic switching between MS and MS/MS at a scan range of 300–1750 m/z and an isolation window of 2 m/z. The top 10 most abundant parent ions were selected during initial scans. The mass resolution for MS1 was 70,000, with an AGC target value of 3 × 10^6^ ions, at a maximum injection time of 250 milliseconds. The MS2 mass resolution was 17,500, with an AGC target value of 1 × 10^6^ ions, at a maximum injection time of 80 milliseconds. Peptide fragmentation was performed using high-energy collision dissociation with the normalized collision energy set at 28 and dynamic exclusion of 30 s. We used PAST version 3 (PAST3) to perform statistical analyses following immunoprecipitation-coupled MS, including univariate and multivariate tests such as the Shapiro–Wilk test for normality, the Welch F test for unequal variance, the Kruskal–Wallis test for equal medians and the principal component analysis (PCA). These were performed according to the default settings, with a significance level of 0.05, and missing values were either supported (using the mean value for the dataset) or deleted depending on the test performed and within the assumptions necessary.

Data processing and analysis: The .yep data files generated were processed using the X Tandem software version Alanine (2017.2.1.4), with the Global Proteome Machine (GPM) search engine and then run against the Ensembl human database. Default settings were used in the study, with trypsin selected for enzyme specification and carbamidomethylation of cysteine selected as a fixed modification. The variable modifications selected included single/double oxidation of methionine and tryptophan as well as deamidation of asparagine and glutamine. The dynamic range was set at 100 Daltons, with a mass tolerance of fragment ions set at 0.3 Daltons. The minimum cut-off for peptide mass was set at 150 Daltons, for parent ions it was 500 Daltons, 50 scans and 1 was set as the maximum permissible number of mixed cleavage sites. The resulting MS/MS spectra were then searched using X Tandem allowing for a 5% false positive rate (FPR).

Bioinformatics analysis: A schematic representation of the analysis performed for genomics and proteomics is shown in Supplementary Figure S1.

Differentially expressed genes in microarray analysis were identified as previously described [13]. Briefly, scanned array images were analysed using dChip and a smoothing spline normalization method. This approach allows the comparison of two groups of samples and the identification of genes that showed enrichment in a specific phenotype. To determine differential gene expression, the 90% lower confidence bound (LCB) of the fold change (FC) between the groups was evaluated and considered differentially expressed if it was higher than 1.2 as previously described [19,20,21].

Pathway analysis from microarray pathways were obtained using IPA (Qiagen, Valencia, CA, USA), which calculates *p*-value for each pathway according to the fit of a user’s data to the IPA database using one-tailed Fisher’s exact test. The functions with *p*-value < 0.001 and pathways with *p*-value < 0.05 were considered significantly affected.

The KEGG pathway database [22,23,24] was used within X Tandem to determine the pathways significantly dysregulated following IP/MS analysis based on the log (I), log (*p*) and descriptions based on database and sample frequencies. Venn diagrams were constructed using Venny 2.1.0 [25].

Perseus version 1.6.5.0 was used for data filtration and statistical analysis of the Maxquant data outputs following the SILAC/MS experiment [26]. The final MS/MS analysis was performed using the log-transformed “Ratio H/L normalized” columns, and all proteins without valid values for 100% of the replicates were removed and UniProt annotations added for further enrichment of the dataset. A two-sample t-test was used to determine whether the replicate samples were significantly different with a permutation-based FDR of 5%. Functional analysis, biological processes and pathways enriched after Silac were analysed using the Panther classification system version 14.1 [27,28,29,30], and STRING version 11 was used for functional analysis of the associations observed within the networks enriched in our dataset [31,32,33].

Western blot analysis: Western blot analyses were performed as previously described [13,16,34]. The following primary antibodies were used: DCUN1D1 (Sigma HPA035911), Nedd8 (Cell Signaling Technology, Danver, MA, USA CST2745S), Ubiquitin (Cell Signaling Technology CST39365), cullin 1 (Cell Signaling Technology CST4995), cullin 2 (Novus Biologicals, Centennial, CO, USA NBP1-67535), cullin 3 (Cell Signaling Technology CST2759S), cullin 4A (Cell Signaling Technology CST2699S), cullin 4B (Bio-Rad VMA00360) cullin 5 (Novus Biologicals NBP1-22970), APPBP1 (Cell Signaling Technology CST14321), UBA3 (Novus Biologicals NBP2-48628), UBC12 (Novus Biologicals NBP1-31459), CAND1 (Cell Signaling Technology CST8759S), RBX1 (Novus Biologicals NBP2-20113), β-Catenin (Cell Signaling Technology CST4394S) phosphor-β-Catenin (Cell Signaling Technology CST2009S) and Lef1 (Santa Cruz sc-374522).

Quantification of protein: Ratios of proteins in different cells were calculated using Image J (version 1.54d) where the intensity of the band correlates to the amount of protein. The total amount of protein present in each sample was normalized to the amount of housekeeping protein. For comparison, the amount observed in control was set up as 1.

Experimental replicates: Plasmid transfections, inhibition of proteasome, real-time PCR and Western blot analysis, migration, proliferation, and apoptosis assays were independently repeated at least three times, and a representative image of an independent experiment is presented in Section 3.

Statistical analysis was performed using the Student’s *t*-test.

## 3. Results

### 3.1. DCUN1D1 Is Upregulated in Human Prostate Cancer Cell Lines and Primary Cancer Tissue Samples

To understand the role of DCUN1D1 in PCa, we evaluated its expression levels in a panel of PCa cell lines that included androgen-insensitive (DU145, DUCaP, PC-3 and CL1) and androgen-sensitive (22RV1, CW19, LNCaP and VCaP) cell lines and normal prostate epithelial cells (PREC). Using RT-PCR (Figure 1a) and Western blot (Figure 1b) analysis, we observed that DCUN1D1 is upregulated in PCa cells, including androgen-insensitive PCa cells, relative to PRECs.

To further confirm these observations in primary PCa tumours, we evaluated DCUN1D1 expression levels in human tissue samples. We used the OriGene TissueScan Prostate Cancer Tissue Array I and II. Together, these two arrays contained cDNA from 69 adenocarcinoma of the prostate, 10 benign prostate hyperplasia, fifteen normal tissues, and two tissues from other disease controls (bladder carcinoma tissue). Our RT-PCR analysis demonstrated that DCUN1D1 is upregulated in 42% of the adenocarcinoma tissue samples from stages I, II and III (Table 1). Importantly, this observation was corroborated by IHC in an additional independent cohort consisting of 16 human PCa samples. We observed that seven out of the sixteen (43.7%) samples showed intense expression for DCUN1D1 that was absent from adjacent normal tissue (Figure 1c). Importantly, DCUN1D1 was also higher expressed in prostatic cancer samples with perineural invasion as compared to adjacent normal tissue (Supplementary Figure S2). In metastatic prostate cancer, elevated DCUN1D1 expression was retained (Supplementary Figure S2a,b). Together, these data indicate that DCUN1D1 is upregulated in PCa, with higher levels of expression in androgen-insensitive cells and support our hypothesis that the DCUN1D1 signalling pathway may play a role in PCa development and progression.

### 3.2. Blockage of DCUN1D1 Inhibits Proliferation and Migration and Induces Apoptosis of Prostate Cancer Cells

DCUN1D1 overexpression has been implicated in the proliferation and migration of cancer cells [8,35]. To understand the relevance of DCUN1D1 in PCa, we used an shRNA approach to reduce DCUN1D1 expression. DU145 and PC-3 cells were infected with lentivirus shRNA specific for DCUN1D1 (DU145-DCUN1D1-KD) and GFP (DU145-GFP) as a control. As observed in Figure 2, expression of DCUN1D1 was significantly reduced after lentivirus-specific infection. Our analysis indicates that DCUN1D1 mRNA levels are reduced by 95% and 90% in DU145 and PC-3, respectively (Figure 2a), while Western blot analysis demonstrated that DCUN1D1 expression is reduced by 96 and 98% in DU145 and PC-3 (Figure 2b). Blockage of DCUN1D1 expression strongly reduced PCa cell proliferation and migration while inducing apoptosis in PCa cells for both cell lines (Figure 2c–e). Inhibition of DCUN1D1 reduced proliferation by 54.3% and 62.5% in DU145 and PC-3, respectively (Figure 2c). Moreover, as demonstrated in Figure 2d, migration was reduced by 82% (DU145) and 75% (PC-3). Interestingly, the reduction in the expression of DCUN1D1 in PCa cells increased apoptosis levels by 61% in DU145 and 80% in PC-3 (Figure 2e). Together these data clearly indicate DCUN1D1 as a regulator of prostate carcinogenesis.

### 3.3. DCUN1D1 Is a Key Regulator of Prostate Cancer Tumour Growth In Vivo

After establishing DCUN1D1 as a regulator of PCa carcinogenesis, we evaluated its role in tumour formation. To determine whether inhibition of DCUN1D1 affects tumour formation in vivo, we used a xenograft mouse model MF1 where mice were subcutaneously implanted in the right flank with DU145-DCUN1D1-KD or DU145-GFP cells. Tumour development was followed, and 2 months later mice were sacrificed, examined for tumour formation and the tumours were weighted. As shown in Figure 3a, blockage of DCUN1D1 significantly reduced tumour growth with a 58% reduction in tumour weight. Likewise, tumour development was significantly delayed in DCUN1D1-KD when compared to GFP-KD control cells (Figure 3b). These data reinforce the notion that DCUN1D1 plays a key role in PCa development.

### 3.4. DCUN1D1 Interacts with CUL3, CUL4B, RBX1, CAND1 and RPS19 Proteins

After demonstrating that DCUN1D1 elicits a pivotal role in prostate cancer development, we performed a deeper analysis to explore in more detail the mechanism underlying the biological activity of DCUN1D1. To understand the role of DCUN1D1, a known E3 ligase of neddylation, in the pathways or processes linked to neddylation, we performed IP/MS analysis. IP/MS enables the identification of DCUN1D1 interactors to determine its binding partners, which will unravel the mechanisms by which it mediates its activity. HEK293T cells were transfected in duplicates with a negative control (peGFP-N3) or bait (pcDNA-Flag-DCUN1D1) plasmid, co-immunoprecipitation for either the control (Control 1 and 2) or experimental (DCUN1D1-IP1 and 2) was performed, and the pulled-down products were analysed by MS.

As shown in Supplementary Figure S3a, the percentage of unique proteins identified in each sample was as follows: Control 1 (15.2%), DCUN1D1-IP1 (28.7%), Control 2 (21.3%) and DCUN1D1-IP2 (21.6%). We identified 18 proteins that overlapped between DCUN1D1-IP1 and DCUN1D1-IP2 samples, but were absent from controls, including DCUN1D1, some known targets of DCUN1D1 such as cullin 3 (CUL3) and cullin 4B (CUL4B) and other proteins such as RBX1 and RPS19 (Supplementary Table S1).

We used the Crapome database [36] to test our dataset against a wider collection of background proteins from the aggregated negative control samples, then queried the data from each experimental sample and searched against the *H. sapiens* database. We filtered the data, based on the proteins that appeared both in our negative controls and the Crapome outputs for DCUN1D1-IP1 and DCUN1D1-IP2 samples. We performed Venn diagram analysis of the current list of proteins and found six proteins in common among DCUN1D1-IP1 and DCUN1D1-IP2 samples (Supplementary Figure S3b) which includes DCUN1D1. The five proteins identified as DCUN1D1 interactors were CUL3, CUL4B, RBX1, CAND1 and RPS19. Next, to validate our findings, we performed IP in DU145 cell extract using specific DCUN1D1 antibodies and an unspecific IgG as the control. Immunoprecipitated proteins were immunoblot against CUL3 and CUL4B (proteins identified in our IP/MS assay) and CUL1 (a known DCUN1D1 interactor). As observed in Supplementary Figure S3c, in the assay in DU145 cells, DCUN1D1 pulled-downs proteins positively reacts against CUL1, CUL3 and CUL4B. Interestingly, CUL3 and CUL4B are part of the cullin family of proteins and are known targets of neddylation by DCUN1D1 [3,4,5,37,38,39]. RBX1 is a core component of the cullin RING ubiquitin E3 ligases that is normally bound to cullins [3,37,40,41,42,43,44]. CAND1 (cullin associated and neddylation dissociated 1), is a regulator of the neddylation of cullin/RBX complexes and a regulator of the assembly of the components of the CRLs [37,42,43,45,46,47,48,49,50]. RPS19 (ribosomal protein S19) is a ribosomal protein and, although several ribosomal proteins have been identified as substrates of neddylation, this is the first time that RPS19 is described as a DCUN1D1 interactor and will be further evaluated in future research.

### 3.5. Identification of Differentially Expressed Proteins upon DCUN1D1 Inhibition in Prostate Cancer Cells

Apart from identifying the direct binding of DCUN1D1 to cullins 1–5, little is known about its activity [3]. To generate new insights into the biological pathways regulated by DCUN1D1 in PCa and which genes are affected by DCUN1D1 expression, we employed a multipronged approach consisting of genomics and proteomics analysis. 

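DU145 is an established cell line from a human prostate carcinoma metastasis that grows without androgen. RNA of DU145 cells was measured on 4 arrays: 2 of cells with an shRNA against GFP (the control, DU145-GFP) and 2 of cells with an shRNA against DCUN1D1 (DU145-DCUN1D1-KD), described as biological duplicates. The methods give lentiviral infection at a multiplicity of infection of 10, a change of medium after 24 h and a further 48 h of culture. The sample records describe stably transduced cells cultured for 16 h before RNA extraction. The methods name different shRNAs against DCUN1D1, and the records do not say which of them each knockdown array carried. Biotin-labelled cRNA was made from 1 µg of total RNA. The deposited table holds the log2 signal of probe sets, each a group of short probes for one transcript, in each of the 4 arrays. Of the probe sets, 40914 name 1 gene, 864 name several and 12835 name none, and 102 are controls of the array. The methods name dChip with a smoothing spline for the paper's gene calls, while the submitters' processing notes name Affymetrix Expression Console. The algorithm behind the deposited values is not given in the sources used here.

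Each of 19774 genes was represented by its probe set with the highest mean over the 4 arrays. No further scaling was applied, since the array medians were 1.59 and 1.60 in the controls and 1.53 and 1.61 in the knockdown arrays. These medians lie at background level and do not show an equal scale among bright genes. The 99th percentiles were 5.80 and 5.36 in control replicates 1 and 2 and 7.04 and 5.86 in knockdown replicates 1 and 2. Most genes gave little signal. The share of genes above the array's own nonspecific control probe set of 20 G or C bases, which matches no human transcript, was 15.2% and 10.4% in control replicates 1 and 2 and 27.8% and 23.3% in knockdown replicates 1 and 2. These nonspecific controls were themselves dimmer after knockdown: both knockdown arrays lay below both control arrays for 20 of 23 such probe sets, with a median difference of −0.29 on the log2 scale. Knockdown replicate 1 stood apart from the other arrays. In it, 854 genes were more than 2 log2 above each of the other 3 arrays, against 0 in control replicate 1, 5 in control replicate 2 and 0 in knockdown replicate 2. Its correlation over genes was 0.733 and 0.665 with the control arrays and 0.760 with knockdown replicate 2, while control replicate 1 correlated at 0.920 with knockdown replicate 2 and 0.919 with control replicate 2. Control replicate 2 correlated at 0.825 with knockdown replicate 2, and in it 34 genes were more than 2 log2 below each of the other 3 arrays, against 0 in each of those. Genes are not independent replicates in these correlations. The control probe set at the 3′ end of GAPDH, a glycolytic enzyme in constant use, read 10.82 in knockdown replicate 1 and 4.68 to 5.09 in the other arrays, and its middle probe set 11.07 against 9.05 to 10.01. Control replicate 2 had the brightest hybridization spike, with the middle bioB probe set at 10.49, against 8.22 in control replicate 1 and 6.37 and 6.22 in the knockdown arrays. This spike and the share of genes above the nonspecific control thus separate the control arrays from the knockdown arrays. For higher and lower genes alike, leaving out 1 array cannot tell such a technical difference from the knockdown.

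Differences are given as log2 fold change, knockdown minus control. They were tested with limma, which moderates each gene's spread by that of all genes, with Benjamini–Hochberg adjustment. The paper calls a gene differentially expressed when the lower 90% confidence bound of its fold change exceeds 1.2. A bound of the same level and cut-off was computed here from limma's standard error and not with dChip. Genes that exceed it are called higher or lower past the fold bound. With 2 arrays per group, an exact two-sided permutation test cannot give a p below 0.333, and the number of arrays limits the precision of every value.

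**Figure D1:**
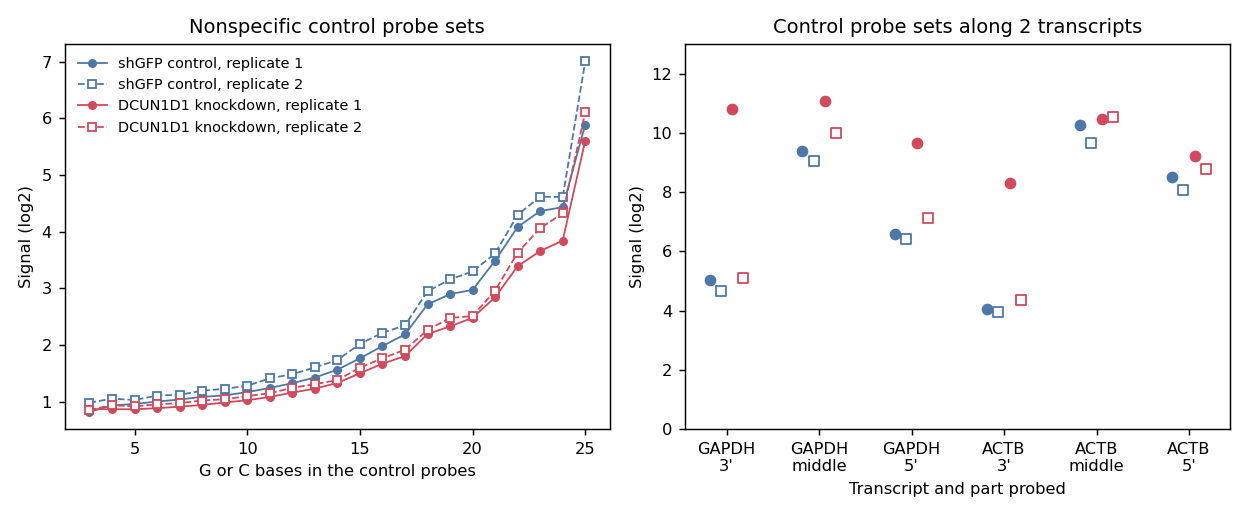
Log2 signal of control probe sets in the 4 arrays, shGFP control in blue and DCUN1D1 knockdown in red, replicate 1 as filled circles and replicate 2 as open squares. Left, nonspecific controls by their number of G or C bases. At 18 such bases the controls read 2.72 and 2.95 and the knockdown arrays 2.19 and 2.26. Right, probe sets along GAPDH and ACTB, where the 3′ probe sets read 10.82 and 8.30 in knockdown replicate 1 and 5.09 and 4.35 in knockdown replicate 2.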

First, transcriptome analysis of RNA from DU145-DCUN1D1-KD was performed using Affymetrix HT U133AaofAv2 GeneChips, which contains more than 30 000 probe sets. DCUN1D1 knockdown resulted in the downregulation of 244 genes and the upregulation of 78 genes. 

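The signal of the targeted gene was lower in the knockdown arrays, at a level where nonspecific controls were lower too. DCUN1D1 on its brightest probe set had a log2 signal of 2.27 ± 0.39 (SD, n = 2) in the controls and 1.52 ± 0.11 (SD, n = 2) after knockdown. This is a log2 fold change of −0.75 (standard error 0.26, adjusted p = 0.59 from limma), or 40.4% less signal, with each knockdown array below each control array. Without control replicate 1 the log2 fold change was −0.47. It was not past the fold bound, its lower 90% bound being 1.16. All 6 DCUN1D1 probe sets lay between 0.90 and 2.55, 4 of them lower and 2 higher after knockdown, and their mean had a log2 fold change of −0.22. The nonspecific controls of 17 and 18 G or C bases, which lie near the brightest of them, differed by −0.41 and −0.60 between the same arrays, so the array signal does not separate a fall of the transcript from that of the background. The paper's RT-PCR and Western blot of infected DU145 cells also give less DCUN1D1 (Figure 2a,b).

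Over all genes, 311 were higher and 720 lower past the fold bound in the DCUN1D1 knockdown, which together are 5.21% of the 19774 genes. Among the higher genes, UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, had a log2 fold change of 2.86 and HSP90AA1, a cytosolic chaperone, 3.03 (2.01 without control replicate 2). Among the lower genes, BCL2, an inhibitor of apoptosis, had −2.66 and PTCH1, the Hedgehog receptor, −1.63 on their brightest probe sets, and −0.98 and −0.40 as means over their probe sets. CTNNB1, which encodes β-catenin, was among the brightest genes and had a log2 fold change of −0.02 (standard error 0.22, adjusted p = 0.98 from limma). By limma's adjusted p under 0.05, 0 genes were higher and 0 lower, with a smallest adjusted p of 0.59. At an unadjusted p under 0.05, limma gave 463 higher and 1196 lower genes and the methods' t-test 363 and 1129. After Benjamini–Hochberg adjustment that test called 1 gene higher and 0 lower. In arrays simulated with no changed gene, a mean of 621 genes passed the fold bound. The other ways to split the real arrays 2 against 2, with a control and a knockdown array in each group, gave 33 and 95. The count expected without a change is thus not settled. Without control replicate 2 the counts past the bound were 39 higher and 343 lower, without knockdown replicate 1 they were 710 and 614, and without knockdown replicate 2 they were 2253 and 590.

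**Figure D2:**
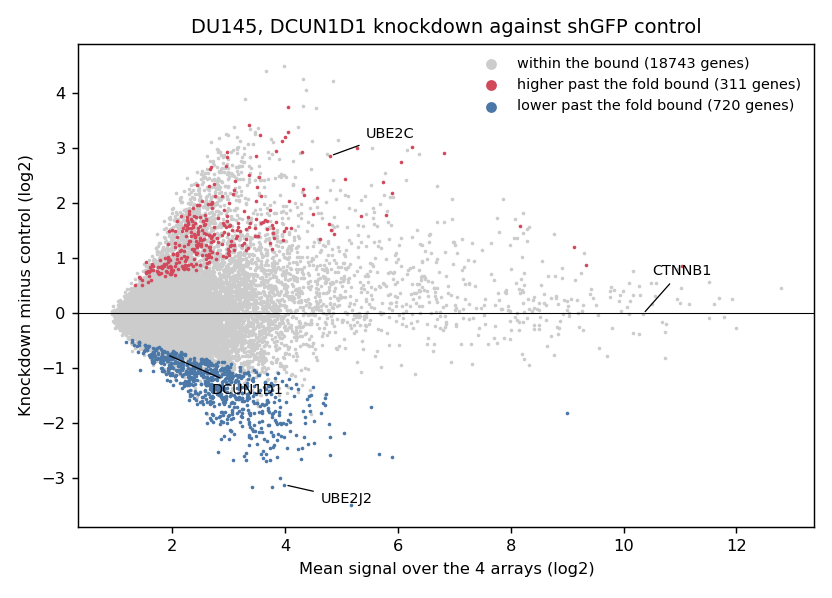
Log2 fold change of each of the 19774 genes, DCUN1D1 knockdown minus shGFP control (means of 2 arrays each), against the mean log2 signal over the 4 arrays. Red points are the 311 genes higher and blue points the 720 lower past the fold bound, and grey points all others. DCUN1D1 lies at a mean signal where most genes crowd, and CTNNB1 near 0 on the vertical axis.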

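The 12 genes with the largest positive and the 12 with the largest negative log2 fold change were taken among those past the fold bound with both knockdown arrays outside the control arrays, since limma called no gene. The 12 higher genes were led by YBX3, a cold-shock domain protein that binds nucleic acids, with a log2 fold change of 3.75 (standard error 1.60), and TXNIP, an inhibitor of thioredoxin, with 3.42 (standard error 1.01). HSP90AA1 and HSPA5, chaperones of the cytosol and the endoplasmic reticulum, are among them, as are EIF4A1, an RNA helicase of translation initiation, SNRPG, a core protein of the spliceosome, CNOT7, a subunit of the deadenylase complex, and COPB1, a coat protein of vesicles. C1QBP, ZFAS1, SET and RNASEK complete the group, down to a log2 fold change of 2.92 for EIF4A1. YBX3 read 2.65 and 1.71 in the controls and 8.29 and 3.57 in knockdown replicates 1 and 2. These control values and those of TXNIP (1.795 and 1.509) lie under the nonspecific control of 20 G or C bases (2.97 and 3.30). The folds and rank of YBX3 and TXNIP are thus taken against background. HSP90AA1, SET and EIF4A1 lay above that nonspecific control in both control arrays. Like YBX3, all 12 had more signal in knockdown replicate 1 than in replicate 2. Without replicate 1 their log2 fold changes were 1.20 to 2.38, and without replicate 2 they were 3.68 to 6.11.

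The 12 lower genes were led by SAP30L, a partner of histone deacetylase complexes, with −3.48 (standard error 0.88), TNPO2, a nuclear import receptor, with −3.16 (standard error 0.53), and ZFPM1, a cofactor of GATA factors, also with −3.16. UBE2J2, ACAD10, EMSY, PDLIM7, the growth factor FGF18, BCL2, PPFIA3, MYL10 and PRRC2A follow, down to −2.62 for PRRC2A. TNPO2 read 4.48 and 5.52 in the controls and 2.18 and 1.51 after knockdown. TNPO2, FGF18 and BCL2 lay under the nonspecific control of 20 G or C bases (2.48 and 2.51) in both knockdown arrays. Their folds are thus taken against background. SAP30L, PPFIA3 and PRRC2A lay above that control in both knockdown arrays, and the others in knockdown replicate 1 only. All 12 had more signal in control replicate 2 than in control replicate 1. Without knockdown replicate 1 they lay between −4.14 and −2.74. Without knockdown replicate 2 they lay between −2.82 and −2.05, and without control replicate 2 between −2.82 and −1.68. Among the higher genes with several probe sets, the others often had log2 fold changes of similar size that came from knockdown replicate 1: the other 3 of HSP90AA1 read 6.37 to 8.01 in it, 1.20 to 1.91 in knockdown replicate 2 and 1.40 to 1.89 in the controls. Another probe set of the same gene was past the bound in the same direction for 2 of the 12 higher and 1 of the 12 lower genes, and at least one probe set went the opposite way for 2 and 9 of them. The mean over a gene's probe sets had a log2 fold change of −1.64 to −0.36 in the 12 lower genes, −0.49 for SAP30L, of whose 6 probe sets 4 were higher, and 0.82 to 2.92 in the 10 higher genes with several probe sets, 1.29 for YBX3. Of 93 genes past the bound that were examined by name here, 75 have several probe sets, and for 64 of these the mean over probe sets was over 1.5 times smaller or opposite. Without knockdown replicate 1 this held for 21 of the 43 higher and 0 of the 50 lower genes, and without control replicate 2 for 15 of the 93. In 19 of the 93 the signal was not above the nonspecific control of 20 G or C bases in both arrays of either group, which is meant below by genes not above the nonspecific controls. All 24 genes had an adjusted p of 0.59 from limma.

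**Figure D3:**
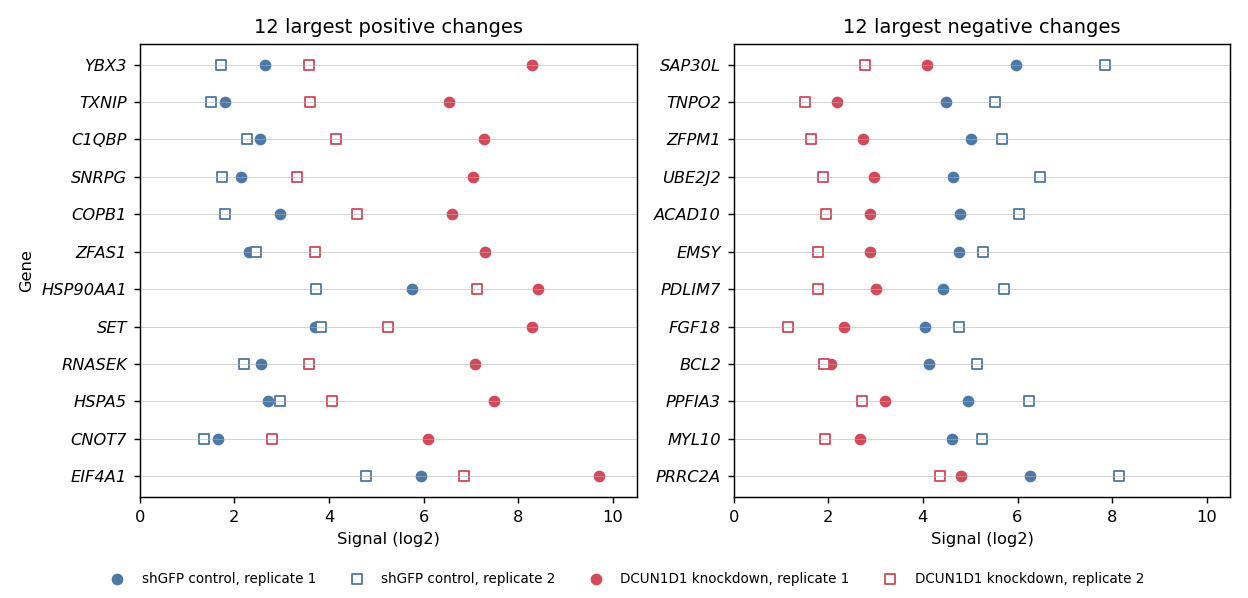
Log2 signal in each of the 4 arrays of the 12 genes with the largest positive (left) and the 12 with the largest negative (right) change, one row per gene, shGFP control in blue and DCUN1D1 knockdown in red, replicate 1 as filled circles and replicate 2 as open squares. YBX3 reads 8.29 in knockdown replicate 1 and 3.57 in knockdown replicate 2, and BCL2 reads 4.13 and 5.15 in the controls and 2.06 and 1.90 after knockdown.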

The Supplementary Tables S2 and S3 show the lists of the top 10 downregulated and upregulated genes upon DCUN1D1 inhibition. 

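Of 67 transcription factors of development measured on the arrays, 0 were higher and 2 lower past the fold bound. HOXB3, a homeobox factor of the anterior body axis, had a log2 fold change of −1.29 (standard error 0.42, adjusted p = 0.59 from limma). TBX3, a T-box factor of limb and mammary development, had −0.73 (standard error 0.21, adjusted p = 0.59 from limma). Both values rest on the brightest probe set: the mean over probe sets had a log2 fold change of −0.46 for HOXB3 and −0.28 for TBX3. TBX3 was not above the nonspecific controls. About 3.49 of the 67 genes would pass the bound at the rate of all genes (one-sided Fisher's exact test, p = 0.871). The list as a whole had a median log2 fold change of −0.07 and an adjusted p of 0.755 from camera, limma's test of a gene list against all other genes. No member was called when limma's p was adjusted over the list alone. The theme of the list was taken from the paper, so its count is not independent evidence of a direction.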

Pathway analysis of the differentially expressed genes suggested that DCUN1D1 inhibition is associated with dysregulation of development and developmental pathways in PCa cells. Remarkably, our analysis indicated cancer, cellular immune response, cell growth, proliferation and development as the most enriched dysregulated functions upon DCUN1D1 inhibition (Figure 4a). 

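Among the genes of these functions, members of the cancer and proliferation lists were past the fold bound in both directions. Of 63 cancer driver genes, 2 were higher and 4 lower. BCL2 is one of the lower genes, with 3 of its 4 probe sets lower and only the brightest past the bound. ERBB3 and FGFR2, receptor tyrosine kinases, had log2 fold changes of −1.18 (standard error 0.37) and −1.16 (standard error 0.36), or −0.17 and −0.11 as means over their probe sets, and CDKN2A, an inhibitor of cell cycle kinases, −0.97 (standard error 0.35). FGFR2 and CDKN2A each have another probe set higher past the bound, with log2 fold changes of 0.91 and 1.65, and the mean over the 3 CDKN2A probe sets had a log2 fold change of 0.26. With every probe set tested, the brightest CDKN2A probe set was not past the bound. NFE2L2, the transcription factor NRF2 of the oxidative stress response, had 1.69 (standard error 0.70), but 0.69 without knockdown replicate 1 and 0.44 as the mean over its 4 probe sets, of which 2 were lower. IGF1R, a growth factor receptor, had 0.77. FGFR2, CDKN2A, NFE2L2 and IGF1R were not above the nonspecific controls. Of 57 cytokines, chemokines and NF-κB targets, 1 was higher and 1 lower: CCL5, a chemokine of T cells and monocytes, with 1.52, and LTB, lymphotoxin beta, with −1.54, or 0.46 and −0.56 as means over their probe sets. Of 56 cyclins and cell cycle regulators, 1 was higher and 3 lower. CDK1, the kinase of mitotic entry, had 1.24 (standard error 0.36), with all 4 of its probe sets higher. CDKN2B had −1.13 (−0.53 as the mean over its probe sets), CDKN2A the value above, and CCNB2, a mitotic cyclin, −1.84 (mean −0.24, and −1.22 without control replicate 2), while another CCNB2 probe set read 1.74 and 1.84 in the controls and 3.97 and 1.99 after knockdown. CDKN2B was not past the bound with every probe set tested.

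Of 57 genes of mitosis and proliferation, 7 were higher and 1 lower past the fold bound, with a median log2 fold change of 0.65. The securin PTTG1 had 2.19, the mitotic kinesins KIF20A and KIF2C 1.68 and 1.36, TRIP13 1.44 and UBE2T 1.69. Without knockdown replicate 1, PTTG1 had 1.10, KIF20A 0.66 and TRIP13 0.86, and without control replicate 2 UBE2T had 1.02. KIF20A was not above the nonspecific controls. CDK1 and UBE2C are also on this list, and the lower member is CCNB2. The list was higher as a whole with an adjusted p of 6.1e-06 from camera, but its median was 0.09 without knockdown replicate 1. With an estimated correlation its adjusted p was 0.796. The cyclin list also had 0.796, although its estimate of 0.0005 lies under the preset 0.01. That setting has 2 residual degrees of freedom and called 0 of the 33 lists, so it cannot decide. The cyclin list had an adjusted p of 0.0559 from camera, the cancer driver list 0.715 and the cytokine list 0.348. One-sided Fisher's exact tests on the genes past the bound gave p = 0.00907 for mitosis, 0.109 for cancer drivers, 0.334 for cyclins and 0.805 for cytokines, and 0.213, 0.361, 0.735 and 1 after adjustment over the 33 lists. No member of these lists was called when limma's p was adjusted over the list alone. The themes of the cancer, cytokine and cyclin lists were taken from the paper, so they are not independent evidence.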

Biological function analysis revealed most significant enrichment in functions associated with various types of solid cancer, indicating that DCUN1D1 may be involved in the development or progression of solid tumours (Supplementary Figure S4). These data corroborate the notion that this protein is an important player for cancer development. Furthermore, our pathway analysis indicated significant deregulation of axonal guidance, TR/RXR activation, semaphorin, Wnt/β-catenin and Sonic hedgehog signalling pathways (Figure 4b), suggesting that DCUN1D1 may play a role in mediating developmental functions. 

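Apart from the list of maturity onset diabetes of the young, these pathway lists had 2 to 7 genes past the fold bound, more of them lower than higher. Of 29 genes of Hedgehog signalling, 2 were higher and 3 lower. PTCH1, the Hedgehog receptor, read 3.58 and 3.41 in the controls and 1.85 and 1.87 after knockdown, with a standard error of 0.28. The knockdown values lie under the nonspecific control of 20 G or C bases (2.48 and 2.51), so the fold is taken against background. That nonspecific control itself differed by −0.64. Only 1 of the 5 PTCH1 probe sets was past the bound, and the mean over them had a log2 fold change of −0.40. The kinase DYRK1B had a log2 fold change of −1.38 (standard error 0.33) and SUFU, which holds GLI factors in the cytoplasm, −1.14 (standard error 0.34), or −0.73 and −0.36 as means over their probe sets. CDK1 and PRKACB, a catalytic subunit of protein kinase A, are the higher members. Of 33 genes of thyroid hormone receptor and RXR activation, 2 were higher and 3 lower. KLF9, a zinc finger factor induced by thyroid hormone, had −1.79 (standard error 0.42), the mitochondrial carrier UCP3 −1.34 and the lipogenic factor SREBF1 −1.05. The coactivator NCOA1 had 1.71, although another of its probe sets was past the bound in the opposite direction, and the aldo-keto reductase AKR1C1 had 1.45, but 0.80 without knockdown replicate 1. As means over their probe sets KLF9 had −0.43, UCP3 −0.76, NCOA1 0.24 and AKR1C1 0.66. Of 47 genes of semaphorin signalling, 2 were higher and 4 lower: the ligands SEMA6B with −1.49 and SEMA3B with −1.07, the receptor PLXND1 with −1.26, TYROBP with −0.80, and on the other side CDK5 with 1.17 and the receptor PLXNB2 with 1.02. The means over probe sets were −0.64 for SEMA3B and −0.80 for PLXND1, and without control replicate 2 SEMA6B had −0.96 and NCOA1 0.84. SEMA6B was not past the bound with every probe set tested. SREBF1, TYROBP and PRKACB were not above the nonspecific controls.

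Of 73 components of the WNT pathway, 0 were higher and 3 lower: the ligand WNT7B with −2.37 (standard error 0.63), and the antagonists KREMEN1 with −1.89 (standard error 0.54) and SFRP5 with −1.03 (standard error 0.32). Of 63 genes of axon guidance, 0 were higher and 2 lower, the ephrin receptor EPHB4 with −2.14 (standard error 0.53) and the netrin receptor UNC5A with −0.75 (standard error 0.23). Of 60 genes of protein kinase A signalling, 2 were higher and 5 lower, with the phosphodiesterases PDE4A at −1.95 and PDE8A at −1.26 and the kinases CAMK2D at 1.74 and PRKACB at 1.02. As means over their probe sets WNT7B had −1.20, KREMEN1 −0.50, EPHB4 −1.40, UNC5A −0.17, PDE4A −0.63, PDE8A −0.39, CAMK2D 0.35 and PRKACB 0.33. Without control replicate 2 KREMEN1 had −1.18 and PDE8A −0.62, and these as well as UNC5A were not above the nonspecific controls. Of 18 genes of maturity onset diabetes of the young, 0 passed the bound in either direction. Their median was −0.34, with an adjusted p of 0.0134 from camera. With an estimated correlation, which at 0.016 is near the preset 0.01, the adjusted p was 0.796, so that setting does not decide. One-sided Fisher's exact tests gave p = 0.0160 for Hedgehog, 0.0269 for TR/RXR, 0.0343 for semaphorin, 0.0358 for protein kinase A, 0.740 for WNT components and 0.847 for axon guidance. After adjustment over the 33 lists the first 4 were at 0.213 and the last 2 at 1. Without knockdown replicate 1 the counts turned for the WNT components (4 higher, 2 lower), semaphorin (3 and 1), Hedgehog (3 and 2) and protein kinase A signalling (5 and 1). Camera's adjusted p was 0.197 for the WNT components and 0.709 or more for axon guidance, semaphorin, TR/RXR, Hedgehog and protein kinase A. No gene of these lists was called by limma adjusted over the list alone. The lists take their themes from the paper and are not independent evidence.

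The paper entered its differentially expressed genes in the IPA database and took pathways past its one-tailed Fisher's exact test as affected (Figure 4b). From the pathways that passed, it proposes a part of DCUN1D1 in developmental functions.

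**Figure D4:**
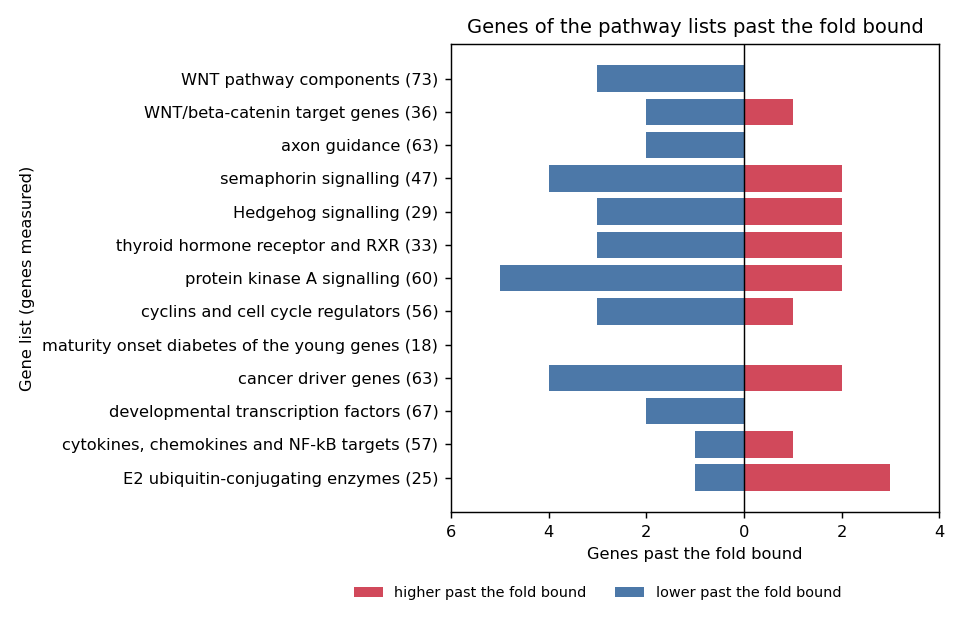
Number of genes past the fold bound in each list whose theme was taken from the paper, higher after knockdown to the right in red and lower to the left in blue. The number of genes measured stands beside each list's name. Protein kinase A signalling has 5 lower genes, WNT components have 3 lower and 0 higher, and E2 ubiquitin-conjugating enzymes have 3 higher and 1 lower.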

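Of 25 E2 ubiquitin-conjugating enzymes measured, 3 were higher and 1 lower past the fold bound in the knockdown arrays. UBE2C, the ubiquitin-conjugating enzyme of mitotic exit, has 1 probe set. It read 3.37 ± 0.59 (SD, n = 2) in the controls and 6.23 ± 0.99 (SD, n = 2) after DCUN1D1 knockdown, with a standard error of 0.70 on its log2 fold change, an unadjusted p of 0.0103 and an adjusted p of 0.59 from limma. Each knockdown array lay above each control array, and the log2 fold change was 2.16 without knockdown replicate 1 and 3.56 without replicate 2. The bioB spike and the share of genes above the nonspecific control also separate the groups. Leaving out 1 array does not remove that difference from the value of UBE2C. UBE2J2, an enzyme of the endoplasmic reticulum membrane that serves protein degradation there, read 5.55 ± 1.30 (SD, n = 2) in the controls and 2.43 ± 0.76 (SD, n = 2) after knockdown on its brightest probe set. This is a log2 fold change of −3.12 (standard error 0.80, adjusted p = 0.59 from limma). The other 3 probe sets of UBE2J2 differ among themselves. With every probe set tested and in order of falling signal, the next had −1.62 and was past the bound, and the others had −0.41 and 0.72. The mean over the 4 probe sets had a log2 fold change of −1.11. UBE2R2, the partner of SCF ligases, had 2.15 (standard error 0.73), or 0.99 as the mean over its probe sets and 1.36 without control replicate 2, and UBE2T, the enzyme of the Fanconi pathway, was the third higher member. As a list the E2 enzymes had a median log2 fold change of 0.32 and an adjusted p of 0.0742 from camera. A one-sided Fisher's exact test on the genes past the bound gave p = 0.0388, or 0.213 after adjustment over the 33 lists. The unadjusted Fisher p was 0.153 with quantile normalization and 0.0364 with the mean of probe sets. No E2 enzyme was called by limma adjusted over the list alone, and the theme of the list came from the paper.

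**Figure D5:**
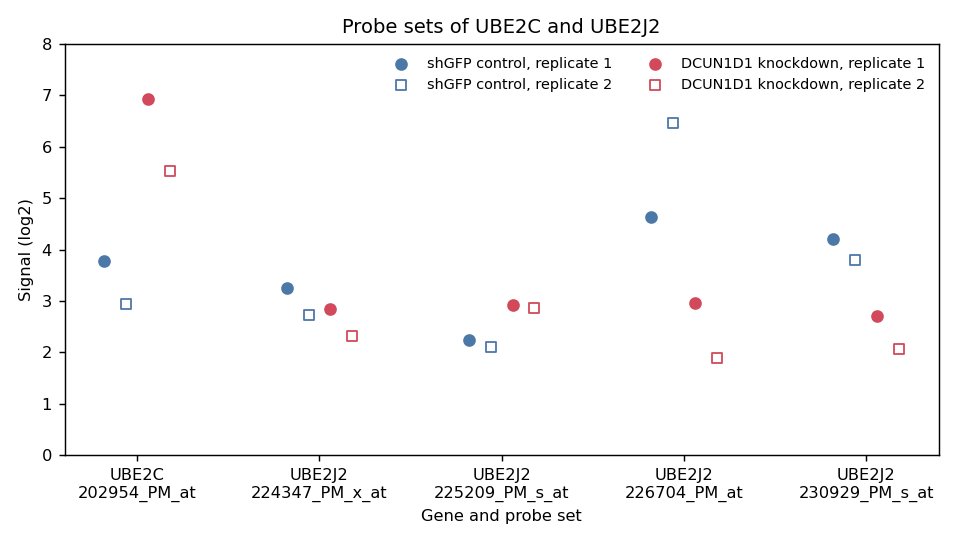
Log2 signal of each probe set of UBE2C and UBE2J2 in the 4 arrays, shGFP control in blue and DCUN1D1 knockdown in red, replicate 1 as filled circles and replicate 2 as open squares. The knockdown arrays read 6.93 and 5.52 for UBE2C, and for UBE2J2 the knockdown arrays lie below the controls on the brightest and the next probe set and above them on the dimmest.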

Interestingly, we identified deregulation of UBE2C and UBE2J2 following DCUN1D1 knockdown. These genes are both E2 ubiquitin-conjugating enzymes, which also suggests alteration of the ubiquitination pathway [51,52]. We performed ingenuity upstream regulator analysis to identify potential upstream regulators upon DCUN1D1 knockdown. We identified β-catenin as one of the more significant predicted regulators of differentially expressed genes in the DCUN1D1 knockdown of PCa cells (Supplementary Figure S5).

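CTNNB1 itself was bright in all 4 arrays, at 10.35 ± 0.12 (SD, n = 2) in the controls and 10.33 ± 0.12 (SD, n = 2) after knockdown. With quantile normalization its log2 fold change was −0.52. The paper's reduction of total β-catenin is of the protein by Western blot (Figure 6a), which RNA values do not measure. Of 36 target genes of β-catenin measured, 1 was higher and 2 lower past the fold bound. FGF18, a fibroblast growth factor, read 4.05 and 4.77 in the controls and 2.34 and 1.15 after knockdown, and the mean over its 6 probe sets had a log2 fold change of −0.47. ENC1, an actin-binding protein, had a log2 fold change of 1.28 (standard error 0.43), with both of its probe sets higher and their mean at 0.85. CD44, the hyaluronan receptor, had −1.09 (standard error 0.36) on the brightest of its 13 probe sets by the mean of the 4 arrays. Of all 13, 8 were higher and 5 lower, and the mean over them had a log2 fold change of 0.88. Another of its probe sets read 7.80 in knockdown replicate 1 and 1.19 to 1.31 in the other arrays. LEF1, the transcription factor that β-catenin binds, had −0.56 (standard error 0.24, adjusted p = 0.59 from limma) at 2.35 ± 0.17 (SD, n = 2) in the controls, with its other probe sets higher and a mean over all of −0.01, and was not above the nonspecific controls. GSK3B, a kinase that marks β-catenin for degradation, had 0.68 (standard error 0.52, adjusted p = 0.618 from limma), and 0.41 without control replicate 2 and −0.02 with quantile normalization, while another of its 5 probe sets was higher past the bound with 1.42. The target list had a median log2 fold change of 0.01 and an adjusted p of 0.962 from camera, and a one-sided Fisher's exact test on its genes past the bound gave p = 0.289. No member was called by limma adjusted over the list alone. The theme of this list was the paper's, so it is not independent evidence.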

To further corroborate and complement our genomic data, we employed proteomic analysis using the SILAC MS/MS approach. Analysis of the duplicate samples resulted in the identification of 1443 unique peptide amino acid sequences from 3743 identified spectra. We identified 100 protein groups containing biologically relevant values, determined the relationships between these proteins identified in each replicate and performed Venn diagram analysis of our filtered samples within Perseus and observed that all proteins identified were represented in both samples (Supplementary Table S4). Additionally, for functional analysis of the samples, we analysed the properties of the samples based on these proteins followed by functional classification of our data and obtained outputs related to cellular components, molecular functions, biological processes and pathways (Supplementary Figure S5). Gene ontology (GO) analysis, empowered by the Panther classification system version 14.1, was used for functional analysis and determination of the cellular components, molecular functions, biological processes and pathways enriched in our dataset [27,28,29]. We identified molecular functions related to binding, catalytic activity and structural molecule activity. Additionally, processes related to biological regulation, cellular component organization/biogenesis, cellular processes, localization, metabolic processes and response to stimulus were also enriched (Supplementary Figure S6). Furthermore, we observed pathway classifications related to ATP synthesis, apoptosis signalling, metabolic and inflammatory pathways, the ubiquitin proteasome pathway as well as the WNT/β-catenin signalling pathway (Figure 4c). Remarkably, in both our genomics and proteomics data, the WNT/β-catenin signalling pathway was altered, indicating this pathway as a potentially relevant player in DCUN1D1-mediated phenotypic dysregulation of the molecular mechanisms of PCa.

### 3.6. DCUN1D1 Knockdown Decreases Global Neddylation, Ubiquitination and Expression of Neddylation Components Demonstrating That DCUN1D1 Shows Preferential Neddylation Activity of Cullin Proteins in PCa

The neddylation pathway is a post-translational modification process that mediates transfer of 9kDa NEDD8 to target proteins [53,54]. It also plays a role in ubiquitination through NEDD8 modification of the cullin proteins, which are scaffolding molecules of the CRLs [37,55]. DCUN1D1 is essential for neddylation, in part due to its role in the nuclear translocation of cullin 1 [3,39]. As observed in Figure 5, DCUN1D1 inhibition considerably decreases ubiquitination by 42.5% (Figure 5a) and neddylation activity by 33.3% (Figure 5b) in PCa cells. To determine whether DCUN1D1 knockdown and the reduction in neddylation was due to dysregulation in the expression of the other components of the neddylation pathway, we performed Western blot analysis. Knockdown of DCUN1D1 in DU145 PCa cells led to decreased expression (44.1%) of the E1 NAE APPBP1/UBA3 (Figure 5c, upper panel) and the neddylation conjugation enzyme UBC12 by 70% (Figure 5c, upper panel). These data demonstrate that disruption of the neddylation pathway mediated by DCUN1D1 dysregulation is key to the mechanism of action of this protein in PCa. Furthermore, we evaluated the expression levels of proteins involved in the neddylation of cullin. As demonstrated in Figure 5d, knockdown of DCUN1D1 in PCa cells decreases the expression of RBX1 and CAND1 by 85.6 and 25%, respectively. These data demonstrated dysregulation of cullin-neddylation-associated proteins following knockdown of DCUN1D1 in PCa cells. They also provided further evidence for the association of DCUN1D1 with RBX1 and CAND1, as observed previously in this study.

We evaluated whether the dysregulation in the expression of modulators of cullin neddylation impacts the expression of cullin proteins after blockage of DCUN1D1 expression. Previous studies demonstrated that RBX1and DCUN1D1 interact with cullin 1, cullin 2, cullin 3, cullin 4A, cullin 4B and cullin 5 [3,37,41]. To validate the function of these proteins as DCUN1D1 substrates and to evaluate the neddylation status of the potential DCUN1D1 cullin substrates in PCa, we performed Western blot analysis targeting cullins 1–5. We did not observe any significant changes in the expression levels of these cullins in DCUN1D1 knockdown cells; however, we observed selective decrease in NEDD8 modification in cullins 1, 3, 4A, 4B and 5 (Figure 5e–i) but not in cullin 2 (Supplementary Figure S7), reinforcing the notion that they are DCUN1D1 substrates. After DCUN1D1 knockdown, we observed decreased NEDD8 modification in cullin 1 (96%, Figure 5e), cullin 3 (98%, Figure 5f), cullin 4A (by 98%, Figure 5g), cullin 4B (48%, Figure 5h) and cullin 5 (96%, Figure 5i) when compared to the control. These data validate cullin 1, cullin 3, cullin 4A, cullin 4B and cullin 5 as DCUN1D1 substrates in PCa cells and suggests preferential cullin neddylation by DCUN1D1 as its mechanism of action in PCa.

### 3.7. The WNT Pathway Is Inhibited following Knockdown of DCUN1D1 in PCa

Since the WNT/β-catenin pathway was predicted to be dysregulated in our microarray and proteomics analysis, β-catenin was predicted to be an upstream regulator and WNT signalling has been implicated in various cancers, we selected this pathway to further explore its involvement in the mechanism of action of DCUN1D1 in PCa. The Wnt pathway is key for development and stemness and has been associated with cancer. Interestingly, this is subject to regulation by CRL ubiquitination [56]. We evaluated the expression level of β-catenin, which is a widely characterized transcriptional co-activator of the canonical WNT pathway [57]. We observed increased phosphorylation of β-catenin (150%) and reduction in the expression level of total β-catenin (75%) in the DU145 DCUN1D1 knockdown cells when compared to the control DU145 cells (Figure 6a). Since GSK-3β plays a role in β-catenin activation, we also evaluated the activation levels of GSK-3β in DCUN1D1 knockdown cells. As observed in Figure 6b, the level of inactivated GSK-3β (i.e., in its phosphorylated form) is higher when compared to DU145 cells. The inactivation of GSK-3β leads to the inactivation of β-catenin via its degradation by the proteasome in a process mediated by its ubiquitination. In this regard, we analysed the impact of DCUN1D1 knockdown on β-catenin ubiquitination and degradation. DU145 and DU145 DCUN1D1-KD cells were transfected with a pCDNAmyc-Ub (a construct that allows the expression of ubiquitin), a DCUN1D1 expression vector (pCDNA-Flag-DCUN1D1) and a combination of both in the presence or absence of the proteasome inhibitor MG132. Western blot analysis of the immunoprecipitated β-catenin protein reveals that the ubiquitination of this protein is increased in DU145 DCUN1D1-KD cells when compared with the parental counterpart DU145 (Figure 6c). Interestingly, re-expression of DCUN1D1 in DU145 DCUN1D1-KD cells decreases the ubiquitination of β-catenin, leading to its increased expression when compared to cells deficient in DCUN1D1 (Figure 6c). These data clearly indicate that DCUN1D1 mediates the ubiquitination and degradation of β-catenin. In the activated WNT/β-catenin pathway, β-catenin is known to interact with the transcription factor Lef1 to regulate Wnt target gene expression. We investigated whether expression of DCUN1D1 interferes with β-catenin/ Lef1 interaction. Immunoprecipitation of β-catenin followed by detection with anti- Lef1 antibodies was performed. As observed in (Figure 6d), β-catenin and Lef1 are not co-immunoprecipitated in DU145 DCUN1D1 KD cells. Strikingly, when DCUN1D1 expression is restored, the interaction of β-catenin/ Lef1 is recovered (Figure 6d). These data indicate deactivation of the WNT signalling pathway following knockdown of DCUN1D1. In the absence of stimulation of the WNT pathway by ligand binding, cytoplasmic β-catenin is phosphorylated and then targeted for proteasomal degradation, repressing the expression of WNT target genes [56,57]. Our data clearly demonstrate that the blockage of DCUN1D1 led to the deactivation of the WNT pathway, validating its role in the mechanism of action of DCUN1D1.

## 4. Discussion

DCUN1D1 is an E3 ligase of the neddylation pathway and has been reported to be upregulated and associated with aggressive phenotypes and poor clinical outcomes in several types of cancer, particularly head and neck, lung, cervical and ovarian cancer as well as gliomas [3,4,5,8,9,10,11,12]. In this study, we demonstrated that DCUN1D1 is upregulated in PCa. This result confirms protein expression data from the Human Protein Atlas database that indicates highest DCUN1D1 protein expression among cancers in PCa (https://www.proteinatlas.org/ENSG00000043093-DCUN1D1/pathology (accessed on 14 October 2022)) and corroborates previous reports [6,7]. Previous studies demonstrated that DCUN1D1 is associated with the progression and prognosis of PCa and plays a tumour promotive role [6,7]. We now performed a more in-depth analysis and generated novel insights to better understand the molecular mechanism of DCUN1D1 in PCa. Our analysis indicates that this protein plays a key role in hallmarks of cancer such as induction of proliferation, migration and apoptosis, as well as in inducing tumour formation in xenograft mice models, which is in line with the role of this protein in different other types of cancer [8,35,58,59]. Some of these functions have been observed in prior PCa studies as well [6,7]. We have demonstrated that in PCa, blockage of DCUN1D1 inhibits tumour growth in a nude mice model and that, upon inhibition of DCUN1D1, PCa cells lose their ability to proliferate and migrate and they undergo apoptosis. DCUN1D1 clearly functions as an oncogene in PCa and dysregulation in its expression is detrimental to cancer. As an E3 ligase of the neddylation pathway, DCUN1D1 may be an optimal target for molecular target-based therapeutics [60,61]. In fact, proteasome and neddylation pathway inhibition are among emerging cancer treatment strategies with bortezomib and the NAE inhibitor MLN4924, showing promising results [62,63,64,65]. Furthermore, the development of an inhibitor that blocks the interaction of DCUN1D1 with the neddylation-conjugating enzyme, UBC12, resulting in selective inhibition of cullin 3 neddylation, is ongoing [66]. In this context, understanding the mechanism of action of DCUN1D1 is extremely relevant. In this work, we employed genomics, high throughput proteomics and molecular biology analysis to understand the mechanism of action of DCUN1D1 in PCa. We used microarrays, IP/MS and label-based relative quantitative proteomics to identify proteins involved in the mechanism of action of DCUN1D1.

IP/MS indicated DCUN1D1 interaction with cullin proteins and cullin-associated neddylation components which impacts the ubiquitin proteasome pathway. Our analysis identified 3 members of the ubiquitin CRLs: BCR E3 ligases (BTB-CUL3-RBX), DCX E3 ligases (DDB1-CUL4-XBOX) and the ECS E3 ligases (ELONGIN BC-CUL2/5-SOCS box) and RPS19 (ribosomal protein S19) as DCUN1D1 interactors. Furthermore, using SILAC quantitative proteomics analysis, we identified proteins differentially expressed upon DU145 DCUN1D1 knockdown. Our analysis demonstrated changes in the proteome classified as cellular components, organelles and structure molecule activity. Interestingly the biological processes dysregulated upon DCUN1D1 knockdown include biological regulation, cellular processes, localization, metabolic processes and response to stimulus. In addition to the implication of metabolic processes and inflammatory responses, we observed dysregulation of the WNT pathway in both the transcriptome and proteome analysis. Moreover, our pulldown assay identified cullins and cullin neddylation components as substrates for DCUN1D1. Additionally, we identified the ubiquitin-activating enzyme UBA1 as a DCUN1D1 interactor, providing further evidence for the association of UBA1 with the neddylation pathway as demonstrated previously [67]. Other than RPS19, we also observed the dysregulation of potential neddylation substrates including ribosomal proteins such as RPS6, RPS16 and RPL27, following IP/MS analysis of DCUN1D1 pulldown products which will be analysed in detail in future works for its functional implication.

Based on the data obtained, we propose a mechanism of action for DCUN1D1. Blockage of DCUN1D1 leads to dysregulation of the neddylation pathway, ubiquitination and deactivation of the WNT/β-catenin pathway via the phosphorylation of GSK and β-catenin. β-catenin phosphorylation leads to its degradation and impedes its interaction with the Lef1/TCP complex (Figure 6e). Additionally, although DCUN1D1 has been demonstrated to neddylate cullins 1–5, our data suggest selective DCUN1D1-mediated cullin neddylation in PCa [3,4]. This is the first description of DCUN1D1-mediated preferential neddylation of cullin proteins in PCa. Moreover, we observed the deactivation of the WNT/β-catenin pathway following blockage of DCUN1D1. The WNT/β-catenin pathway has been shown to play a critical role in cell proliferation, embryonic development and the pro-inflammatory phenotype in the tumour environment [68,69,70], and is consistent with our observations, implicating it in the mechanism of action of DCUN1D1.

This study has provided further insights into the cellular activities of the DCUN1D1-regulated pathway in PCa. Analysis of DCUN1D1 binding partners identified cullin proteins as the target proteins of DCUN1D1 that we postulate may be the primary targets of DCUN1D1. In addition, key cellular pathways were implicated including proteasome degradation, transcription, translation, metabolism and inflammation. We validated the role of cullin 3, cullin 4B and cullin 5 neddylation in the mechanism of DCUN1D1 in PCa, demonstrating preferential decreases in the cullin neddylation of cullins 1, 3, 4A, 4B and 5, and the deactivation of the WNT/β-catenin pathway via GSK-3 inactivation. In fact, our findings corroborated the notion that the Wnt/β-catenin pathway is regulated by CRL ubiquitination [56] and plays a role in PCa. In conclusion, DCUN1D1 mediates its mechanism of action in PCa through the dysregulation of the neddylation and ubiquitination pathways and activation of WNT/β-catenin pathway.

## 5. Conclusions

This study provides comprehensive evidence supporting the role of DCUN1D1 as an oncogene in PCa. While upregulated in PCa, DCUN1D1 is involved in crucial cancer hallmarks such as proliferation, migration, apoptosis and tumour growth. Our findings suggest that DCUN1D1 is a potential target for targeted therapeutics, particularly in combination with proteasome and neddylation pathway inhibitors. We revealed the interaction of DCUN1D1 with cullin proteins and components of the ubiquitin proteasome pathway, as well as the dysregulation of the WNT/β-catenin pathway. The proposed mechanism of action involves the dysregulation of neddylation, ubiquitination and deactivation of the WNT/β-catenin pathway, highlighting the critical role of DCUN1D1 in PCa progression, which bring insights into the cellular activities and potential therapeutic targeting of DCUN1D1 in PCa.

## Figures and Tables

**Figure 1:**
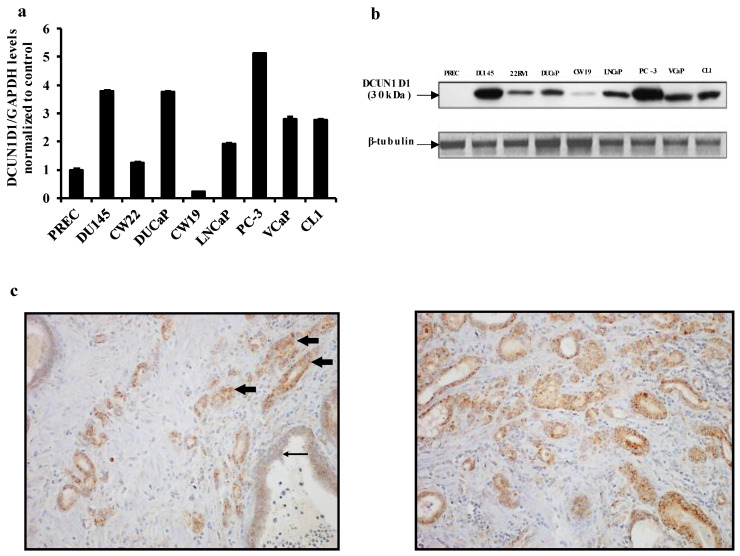
DCUN1D1 is upregulated in prostate cancer cell lines and prostate cancer tissue samples. (**a**) RT-PCR analysis of DCUN1D1 in prostate cancer cell lines. Total RNA was collected from PREC (normal), DU145, DUCaP, PC3, CL1 (androgen independent) and CW22, CW19, LNCaP and VCaP (androgen dependent cells). Normalization of each sample was carried out by measuring the amount of human GAPDH cDNA. (**b**) Western blot analysis of DCUN1D1 expression in the prostate cancer cell lines. DCUN1D1 expression was probed with anti-DCUN1D1 antibody. Normalization of each sample was carried out by β-tubulin antibodies. (**c**) Immunohistochemical staining of DCUN1D1 in representative prostate cancer cells (arrowhead) of tumour tissue exhibited intense expression compared to adjacent normal prostate tissue (long arrow). On the left, staining of DCUN1D1 in normal and prostate cancer tissue (Magnification 100×). On the right, DCUN1D1 immunohistochemical staining of prostate cancer tissue (Magnification 200×). Experiments were independently repeated three times and a representative image of an independent experiment is represented.

**Figure 2:**
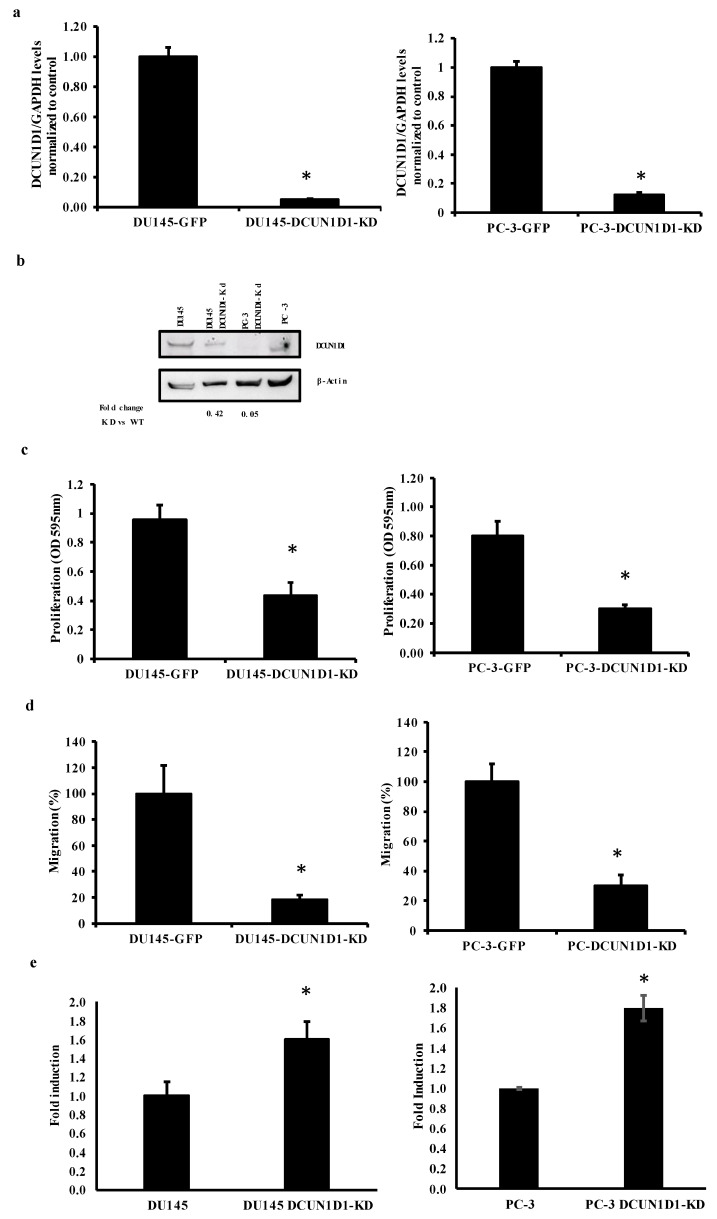
Blockage of DCUN1D1 expression inhibits proliferation and migration and induces apoptosis in prostate cancer cell lines. Prostate cancer DU145 and PC3 cell lines were infected with lentivirus-encoding shRNA against GFP and DCUN1D1. (**a**) Real-time PCR analysis of DCUN1D1 in prostate cancer cell lines 48 h post-infection. Total RNA was collected from DU145 and PC3 cell lines and normalized by measuring the amount of glyceraldehyde-3-phosphate dehydrogenase (GAPDH)-complementary DNA. (**b**) Western blot analysis of DCUN1D1 expression in DU145 and PC3 cell lines 48 h post-infection. DCUN1D1 expression was probed with anti-DCUN1D1 antibody and normalized by measuring the amount of glyceraldehyde-3-phosphate dehydrogenase (GAPDH). (**c**) Proliferations of DU145 and PC3 48 h post-infection. Data means ± s.d. of triplicate independent experiments. (**d**) Migrations of DU145 and PC3 cell lines were measured 48 h post-infection in transwell plates. Migrating cells were fixed, stained and 3–5 random microscopic fields were counted. Values shown are mean ± s.d. from a representative experiment. (**e**) Apoptosis analysis of DU145 cell lines post-infection. The Cell Death Elisa Plus kit was used to quantify apoptosis 24 h post-seeding of the cells. Data means ± s.d. of triplicate independent experiments. * *p* < 0.05, two-tailed Student’s *t*-test. Experiments were independently repeated three times and a representative image of an independent experiment is represented.

**Figure 3:**
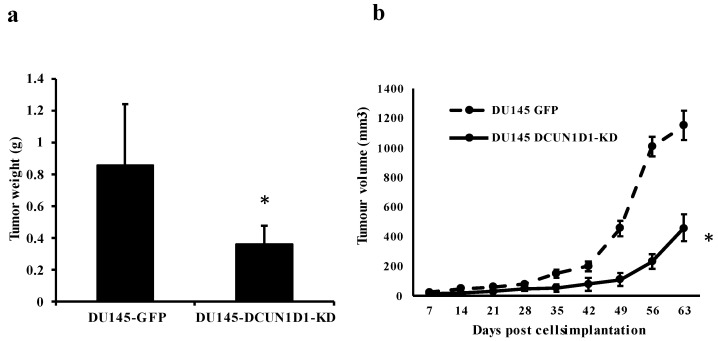
Inhibition of DCUN1D1 reduces tumour formation in MF1 nude mice. DU145 cells infected with Lv-shRNA DCUN1D1 (DU145 DCUN1D1-KD) or Lv-shRNA GFP (DU145-GFP) were implanted subcutaneously into MF1 nude mice. (**a**) The tumour weight was measured 60 days after implantation. Values are represented as mean ± s.d. of six individuals. (**b**) Tumour development throughout the study. Values are represented as mean ± s.d. of six individuals at each time point. * *p* < 0.05, two-tailed Student’s *t*-test.

**Figure 4:**
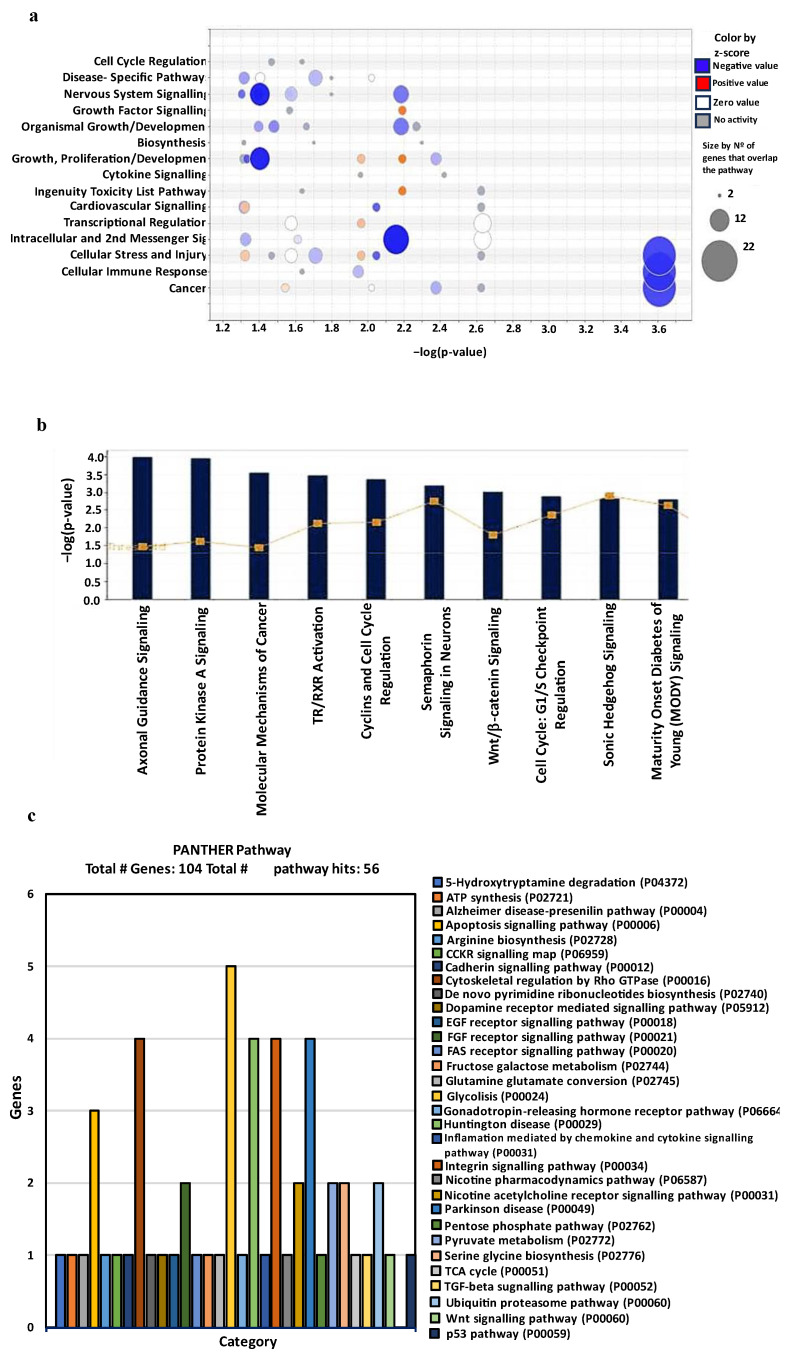
Bioinformatics analysis of functions, pathways and proteins dysregulated following DCUN1D1 knockdown in PCa cells (**a**) Enriched functions dysregulated in DU145 cells expressing the DCUN1D1 shRNA. (**b**) Top 10 pathways dysregulated following DCUN1D1 knockdown in DU145 prostate cancer cells. The list of genes up- and downregulated in DU145 cells expressing the DCUN1D1 shRNA was imported into the Ingenuity Pathway Analysis tool and canonical pathways were determined. Output represents dysregulated functions or pathways expressed as −log (*p*-value). (**c**) Bar chart of Panther pathway output from DU145 cells expressing DCUN1D1 shRNA.

**Figure 5:**
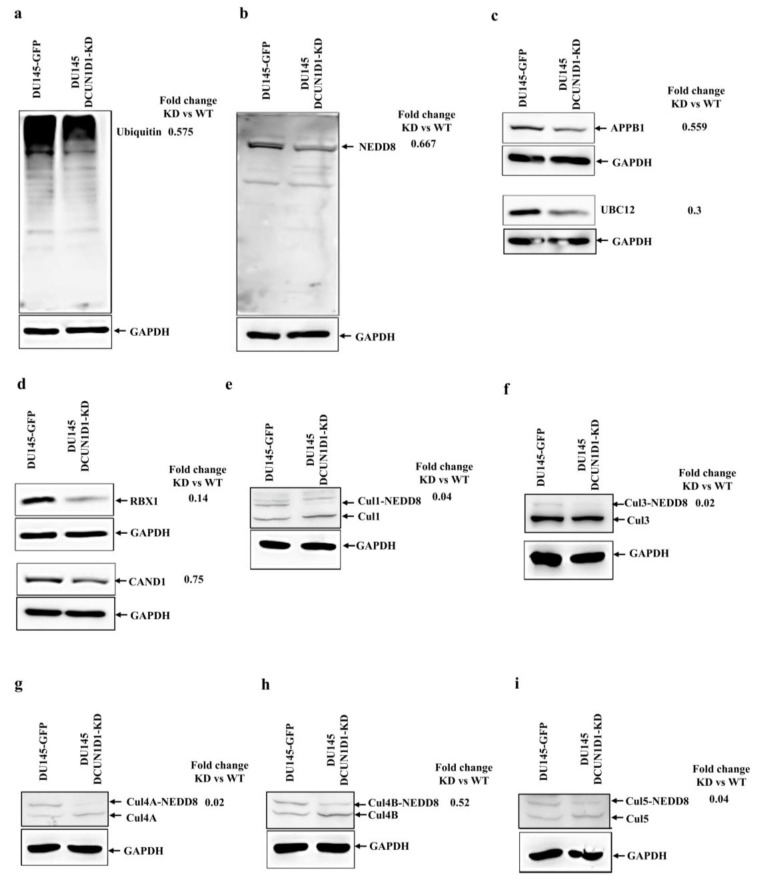
Blockage of DCUN1D1 decreases global neddylation, ubiquitination and expression of neddylation components and shows preferential neddylation activity of cullin proteins in PCa. Western blot analysis of DU145 and DU145 DCUN1D1-KD cells. Protein extracts were obtained from the cells and subjected to Western blot analysis using (**a**) anti-ubiquitin, (**b**) anti-Nedd8. Blockage of DCUN1D1 decreased the expression of the neddylation pathway components including (**c**) the E1 NAE heterodimer APPB1 (top panel) and the neddylation-conjugating enzyme, UBC12 (bottom panel) and (**d**) the cullin-associated proteins RBX1 (top panel) and CAND1 (bottom panel). Inhibition of DCUN1D1 showed preferential NEDD8 modification of the cullin family of proteins. Immunoblot analysis of DU145 and DU145 DCUN1D1 knockdown cell protein extracts using (**e**) anti-cullin 1, (**f**) anti-cullin 3, (**g**) anti-cullin 4A, (**h**) anti-cullin 4B and (**i**) anti-cullin 5. The GAPDH loading control was probed using the anti-GAPDH antibody. Experiments were independently repeated three times and a representative image of an independent experiment is represented.

**Figure 6:**
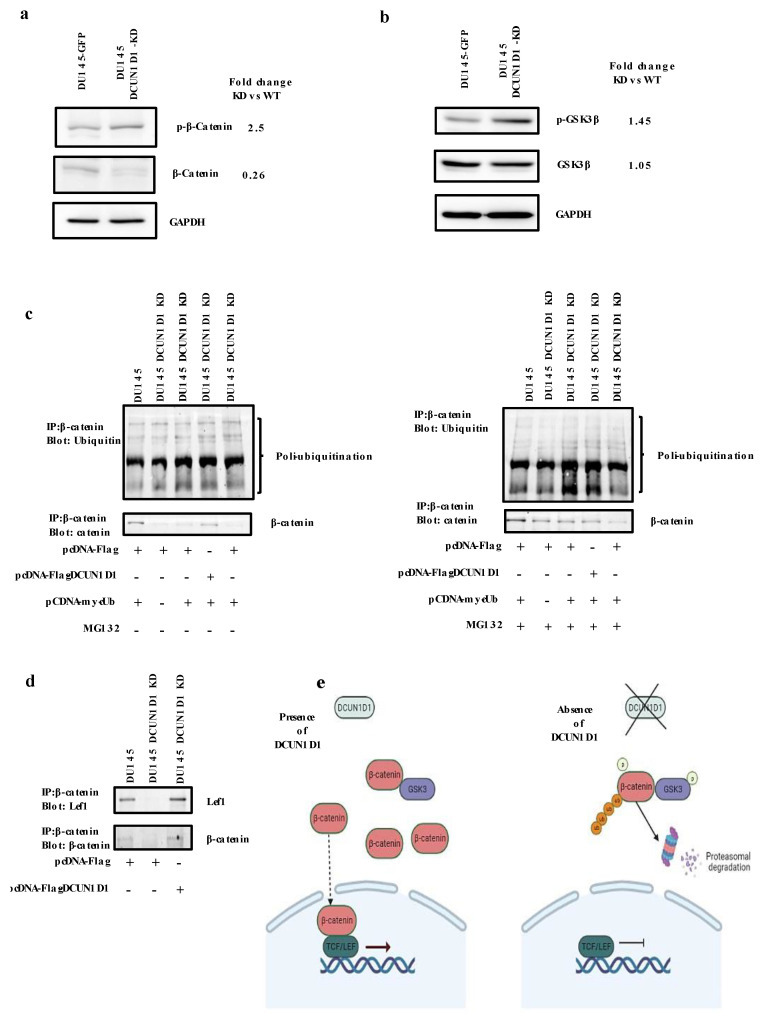
Inhibition of DCUN1D1 deactivated the WNT signalling pathway. Protein extracts containing DU145-GFP and DU145 DCUN1D1-KD cell lines were analysed using Western blot analysis. Inhibition of DCUN1D1 (**a**) increased phosphorylation of β-catenin and reduced expression of total β-catenin and (**b**) increased the phosphorylated levels of Gsk-3β. The GAPDH was used as loading control. (**c**) Blockage of DCUN1D1 inhibits ubiquitination of β-catenin. DU145 DCUN1D1-KD and DU145-GFP cells were transfected with pCDNA Myc–Ub and pCDNA Flag–DCUN1D1 expression vector or parental vector and treated with proteasome inhibitor (MG132) for 4 h. Proteins were immunoprecipitated using anti-β-catenin antibody. Ubiquitinated β-catenin was detected by using anti-ubiquitin antibody. Re-expression of DCUN1D1 protein restores β-catenin expression. (**d**) Blockage of DCUN1D1 expression inhibited β-catenin/ Lef1 interaction. Proteins from DU145 and DU145 DCUN1D1-KD transfected with pCDNA Flag–DCUN1D1 cells were immunoprecipitated using anti-β-catenin antibody. The interaction between the proteins was detected by anti- Lef1 antibodies (**e**) Schematic representation of the DCUN1D1 pathway in PCa. Experiments were independently repeated three times and a representative image of an independent experiment is represented.

**Table 1:** Real-time PCR analysis of DCUN1D1 gene expression in human prostate cancer tissue.

Tissue Type	Number of Upregulated Samples/Number of Samples (%) ^1^	Fold Induction Compared to Normal Prostate Tissue ^2^
Adenocarcinoma of prostate (stage I)	9/26 (34.6%)	2 to 10
Adenocarcinoma of prostate (stage II)	13/29 (44.8%)	5 to 50
Adenocarcinoma of prostate (stage III)	7/16 (43.75%)	20 to 2000
BPH	0/10 (0%)	0
Carcinoma of bladder, transition tissue	0/2 (0%)	0

^1^ DCUN1D1 is upregulated in 29/69 (42%) of clinical samples analysed. ^2^ The results are shown as fold of induction compared with the values obtained in normal prostate.

## Data Availability

All date sets have been deposited in the Gene Expression Omnibus, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE147820 (accessed on 1 June 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12151973/s1.

How the deposited data were processed for this re-analysis (not part of the article)

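RNA of DU145 cells was measured on 4 single-channel Affymetrix arrays, 2 of cells with an shRNA against GFP and 2 of cells with an shRNA against DCUN1D1. The records call them biological duplicates. The authors deposited 1 table of log2 signal values, one per probe set and array, made from the scanned images before deposit. The submitters' processing notes name Affymetrix Expression Console, with no version. The paper's methods name dChip with smoothing spline normalization, and the sources used here do not settle which of these made the deposited values. The scale was taken as log2 because the highest value, 13.0 among the transcript probe sets, would exceed a scanner's range on a natural or base 10 logarithm. The table has no detection calls, and dChip's standard errors from single probes were not used here. The paper names a different array from the one the probe sets belong to.

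Probe sets were named through the platform annotation given with the table, and 40858 of the 40914 that name 1 gene were matched by gene ID to the RefSeq gene table (GRCh38.p14), with 0 symbols updated. Probe sets naming several genes or none were left out, as were 102 control probe sets. Each gene was represented by its probe set with the highest mean over the 4 arrays, a choice blind to group. UBE2M, which encodes UBC12, has no probe set naming it alone. Genes were tested with limma (version 3.58.1, in R 4.3.3), with a variance trend and Benjamini–Hochberg adjustment at 0.05. A gene was called higher or lower past the fold bound when the lower 90% bound of its fold change, from limma's moderated standard error, exceeded 1.2. This follows the paper's rule, but not its software. An array has no read depth: its precision rests on the number of arrays and on the signal over background, which was low for most genes (75th percentile of 2.03 to 2.04 in each array, against 2.48 to 3.30 for nonspecific controls of 20 G or C bases).

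Before the data were examined, 33 gene lists, the tests, the alternatives and the rule for the named genes were fixed. The lists cover WNT pathway components, WNT/β-catenin target genes, axon guidance, semaphorin and Hedgehog signalling, thyroid hormone receptor and RXR, protein kinase A signalling, cyclins and cell cycle regulators, maturity onset diabetes genes, cancer drivers, developmental transcription factors, cytokines, chemokines and NF-κB targets, and E2 enzymes, whose themes come from the paper. Their members were written from general knowledge, since the IPA gene sets are not given in the sources used here. The others are the neddylation machinery, cullin-RING ligase adaptors, proteasome subunits, NRF2, p53, ATF4 and unfolded protein response, and hypoxia target genes, ribosomal proteins, mitosis, DNA replication, apoptosis, cholesterol synthesis, interferon-stimulated, mesenchymal, epithelial and immediate-early genes, and markers of luminal prostate, fibroblast, endothelial and leukocyte cells. Each list was tested with camera at a preset correlation of 0.01 and adjusted over the 33 lists, and with a one-sided Fisher's exact test on its genes past the fold bound against all 19774 genes. The median and the mean log2 fold change of a list had opposite signs for axon guidance, apoptosis and leukocyte markers. Named were DCUN1D1, the genes of the ubiquitin, neddylation, WNT and ribosomal proteins that the paper discusses, the 12 largest changes in each direction with both knockdown arrays outside the control arrays, and up to 4 genes per list by size of change. Since limma called no gene, the last 2 groups were taken from genes past the fold bound. Other members past the bound, such as IGF1R, SREBF1, PLXNB2, KIF20A, KIF2C and TRIP13, are named to complete a count and were chosen after their values were seen.

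The alternatives were quantile normalization, median centring, a filter to the genes above the median mean signal, the mean of a gene's probe sets, every probe set tested, no variance trend, a robust variance model, a replicate block, leaving out each array, other thresholds, the methods' t-test, unmoderated standard errors, plain fold changes, an estimated correlation and fry. A filter to genes above nonspecific controls was added after the data were seen. The fits were tested on simulated arrays drawn from the real genes' means and spread. With 200 genes changed among 19774, limma's adjusted p called 0.6% of those changed by 1 log2, 23.4% at 2, 34.0% at 3 and 46.7% at 4, and the fold bound found 68.1%, 93.8%, 98.3% and 99.1%. With no gene changed, 20 simulated sets gave a mean of 0.05 genes called and 621 past the fold bound, at most 665. The immunoprecipitation, SILAC, Western blot and tumour experiments were not analysed here.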

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

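The tests of signal along transcripts, of other cell types and of regrouped arrays were chosen after the results were seen, as were the split of genes by mean signal and the resampling interval named below.

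The paper names proliferation among the functions of its arrays and UBE2C among its genes, and discusses some ribosomal proteins from its immunoprecipitation, but gives no array values for the lists below. Cytosolic ribosomal proteins had a median log2 fold change of 1.46. Of the mitosis genes 7 were higher past the fold bound, of the ATF4 and unfolded protein response genes 5, and of the DNA replication genes 4. Without knockdown replicate 1 the ribosomal median was 0.11, and those of the mitosis, ATF4 and DNA replication lists were 0.09, −0.005 and 0.07. With an estimated correlation each of these lists had an adjusted p of 0.796 from camera. That setting has 2 residual degrees of freedom and called 0 of the 33 lists, so it cannot decide. The 3′ GAPDH control probe set was 5.97 log2 higher in knockdown replicate 1 than in the mean of the control arrays.

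Knockdown replicate 1 stands apart from the other 3 arrays. RNA of another cell type cannot be told apart: the highest median over luminal, fibroblast, endothelial and leukocyte markers was −0.14 log2 against the mean of the other arrays, but the median markers lie under the nonspecific controls, other epithelial cells were not tested, and of the epithelial keratins KRT18 read 7.62 in this array and 1.63 to 1.69 in the others, but its partner KRT8 3.70 against 3.25 to 3.73 and KRT19 1.68 against 2.01 to 2.46; the brightest luminal, fibroblast and endothelial markers, KLK4, COL1A1 and CLDN5, were lower in it (4.43, 3.51 and 2.77, against 4.99, 4.06 and 3.63), and the brightest leukocyte marker, CD68, was higher (2.34 against 1.82), under the nonspecific control of 20 G or C bases (2.48). Unequal signal along transcripts stays open, since the 3′ minus middle difference of GAPDH was 4.31 log2 above the other arrays, whose range was 0.55, and that of ACTB 3.85 above a range of 0.52. The 3′ and middle GAPDH probe sets read 10.82 and 11.07 in knockdown replicate 1, but 4.68 to 5.09 and 9.05 to 10.01 in the others. For ACTB they read 8.30 and 10.48, against 3.95 to 4.35 and 9.65 to 10.55. The low 3′ signal thus lay in the other 3 arrays. Leaving out knockdown replicate 1 does not decide which arrays are at fault. A change in transcript abundance alone cannot be told apart from it: the range across a gene's probe sets was 2.37 times that of knockdown replicate 2, over the bound of 2 set before the result was seen, but its 95% interval over genes, 1.91 to 2.89, includes that bound. The paper's different shRNAs are a further untested explanation, since the records do not say which array carried which.

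More genes were lower than higher past the fold bound with all 4 arrays, but not without knockdown replicate 1 (710 higher, 614 lower), without knockdown replicate 2 (2253 and 590), or at plain folds over 1.2 (4877 and 4474), 1.5 (2572 and 1638) and 2 (1351 and 630). Weaker nonspecific signal in the knockdown arrays stays open: genes of families silent in prostate epithelium were lower at 3.98% (8 of 201) against 3.64% of other genes (one-sided Fisher's exact p = 0.689). Of these silent genes 0 were higher, against 1.59% of other genes. Their median log2 fold change was −0.007, against −0.010 in other genes. As a set they thus did not fall as the nonspecific controls did (median difference −0.29). Lower abundance of expressed transcripts stays open too: genes lower per gene higher were 3.10 among those with a mean above the nonspecific controls, against 2.32 over all genes. The sets named before the data were examined, genes above those controls in both control arrays (21.8) or in both arrays of either group (1.83), are chosen by the change itself and decide nothing.

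More genes passed the fold bound than under regrouping of the arrays. The other ways to split the 4 arrays 2 against 2 gave 33 and 95 genes, against 1031. A split of this kind by chance cannot be told apart, since 1 of 3 splits is the smallest share that this design can give.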

How the results depend on the processing

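The filter to genes above nonspecific controls was chosen after seeing the data. The other settings were planned. DCUN1D1 was lower under each setting that kept it (−0.22 with the mean of its probe sets, −1.02 to −0.47 on leaving out 1 array) and has no value under the filters on dim genes. A log offset does not apply to values already on a log2 scale, and a lone array is assumed to vary like the other group. Where no construction shows it, the cause was not tested. Of 1426 pairs of a named gene and a setting, 1375 kept direction and side of limma's adjusted p of 0.05, 33 passed that threshold, all of them without knockdown replicate 2, and 18 reversed. The reversed ones are CUL1 (−0.30), CUL2 (−0.10), CUL3 (−0.36) and GSK3B (−0.018) with quantile normalization, CTNNB1 with median centring (0.0039), and CUL1 (−0.46), CTNNB1 (0.010), CD44 (0.88) and CDKN2A (0.26) with the mean of probe sets. Leaving out 1 array gave −0.17 to 0.80 for CUL1, −0.12 to 0.41 for CUL2, −0.48 to 2.60 for CUL4A, −0.43 to 0.33 for CUL5, −0.051 to 1.06 for CAND1, −0.10 to 0.59 for UBA3 and −0.10 to 0.069 for CTNNB1. Genes past the bound (311 higher, 720 lower) were 172 and 412 with the mean of probe sets, 497 higher with every probe set tested, 406 lower above nonspecific controls (3778 genes tested), 177 higher with each gene's own spread, 569 and 1348 counted as probe sets, and 4877 and 4474, 2572 and 1638, and 1351 higher at plain folds over 1.2, 1.5 and 2. They were 39 to 2253 higher and 343 to 923 lower on leaving out 1 array. Limma called 0 genes each way, against 463 and 1196 at an unadjusted p under 0.05, 363 and 1129 by the methods' t-test (1 higher adjusted), and 0 to 1437 higher and 0 to 6 lower on leaving out 1 array, the highest without knockdown replicate 2. Camera's 5 lists higher and 1 lower were 3 higher with quantile normalization, 9 with the mean of probe sets, 8 and 0 with every probe set tested, 1 and 0 above nonspecific controls, 0 and 0 with an estimated correlation or fry, and 0 to 12 higher and 0 to 1 lower on leaving out 1 array. With the replicate number as a block, 0 genes were called, 351 were higher and 517 lower past the bound, DCUN1D1 had −0.7455, and camera called 8 lists higher and 2 lower. Same-numbered arrays share only a number, the correlation of their deviations being −0.041. Low signal over background limits most genes.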

Differences from the paper's values

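No test in this part was chosen after the result was seen. The paper gives 244 genes lower after DCUN1D1 knockdown, against 720 here at its threshold, a lower 90% bound of the fold over 1.2. Only the cut-off is shared. The paper names dChip with smoothing spline normalization and a different array, and the bound here uses limma's errors, so the counts are not like for like. Of 17 alternatives set before the data were examined, the count without control replicate 2 (343) lies within 1.5 times the paper's and the other 16 differ. The paper gives 78 genes higher, against 311 here, and all 17 alternatives differ. The paper gives a 95% reduction of DCUN1D1 mRNA by RT-PCR, another assay, against 40.4% on the arrays, and all 11 alternatives that give a value differ. The array probe set is not above the nonspecific controls, so its percentage is read near background and is no measure of the size of the reduction.

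The paper names axonal guidance and the Wnt/β-catenin pathway among those deregulated. Here 2 of 63 axon guidance genes and 3 of 73 WNT components were past the fold bound, no more than the 3.28 and 3.81 expected at the rate of all genes. These lists were written from general knowledge on the paper's themes and are not the IPA gene sets, so the comparison is not of the same genes. For TR/RXR activation, semaphorin and Sonic hedgehog signalling, which it also names, the unadjusted Fisher p was under 0.05 and the adjusted p was 0.213. UBE2C and UBE2J2, which it names as deregulated, were past the bound here.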

Other observations

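No test in this part was chosen after the result was seen.

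Of 30 genes of the neddylation machinery measured, 1 was higher and 1 lower past the fold bound: COPS4 and GPS1, subunits of the COP9 signalosome that removes NEDD8 from cullins, with log2 fold changes of 0.94 and −1.35. COPS4 had 0.59 without knockdown replicate 1. The cullins CUL1, CUL2, CUL3, CUL4A, CUL4B and CUL5 had 0.32, 0.14, 0.24, 1.06, 0.56 and −0.05 on their brightest probe sets, and RBX1, CAND1, NAE1, UBA3 and NEDD8 −0.24, 0.51, 0.52, 0.24 and 1.54, none past the bound on these. For these genes the paper reports protein levels or NEDD8 modification by Western blot (Figure 5), which RNA values do not measure. On leaving out 1 array each of these genes but CUL3 moved to a value over 1.5 times smaller or of the opposite sign, such as 0.20 for CUL4B without knockdown replicate 2. COPS4, CUL4A, CUL4B, CUL5, CAND1 and UBA3 were not above the nonspecific controls, so their values do not separate the transcript from background. Another probe set of CUL1 was lower past it (−1.24) and another of CUL4B higher (0.80). RBX1 had −1.10 with quantile normalization. NEDD8 had 0.30 and CUL4A −0.48 without knockdown replicate 1. UBA1 had 0.69 and RPS19 0.55. RPS19 had 0.27 without control replicate 2 and 0.22 with quantile normalization. RPS6, RPS16 and RPL27 had 2.32, 2.11 and 2.06, and 0.33, 0.33 and 0.07 without knockdown replicate 1. Camera's adjusted p for the neddylation machinery was 0.117. Of 91 cullin-RING ligase adaptors, 5 were higher, among them ELOC with 2.16 (1.02 without knockdown replicate 1), and 3 lower, among them KCTD17 with −1.61 (−0.86 without control replicate 2), with an adjusted p of 0.348. As means over their probe sets CAND1 had 0.31, UBA1 0.16, RPS19 0.17, COPS4 0.39, CUL4A 0.27 and KCTD17 −0.66.

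Knockdown replicate 1 weighs on the lists that camera called higher. Ribosomal proteins had 1 of 67 higher past the bound, RPS3A (0.87), and an adjusted p of 3.7e-10. DNA replication had 4 of 53 higher, ORC5, RRM1, RFC4 and PRIM1 (7.0e-04), ATF4 and unfolded protein response genes 5 of 39, among them GARS1 with 2.48 and PHGDH with 1.36, or 0.78 with quantile normalization (0.00501), and proteasome subunits 1 of 36, PSMD12 with 2.35 (0.0170). With an estimated correlation each had an adjusted p of 0.796, a setting that cannot decide with 2 residual degrees of freedom. Without knockdown replicate 1 the ribosomal median was 0.11, RPS3A had 0.55, RFC4 0.57 and PSMD12 1.01.

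Camera did not call the remaining lists. Without knockdown replicate 1, AKR1C2 had 0.81, AKR1C1 0.80 and DIABLO 1.35. Of the genes named in this part, RFC4, AKR1C2, HRK, IRF9, ESRP2 and ST14 were not above the nonspecific controls either. NRF2 targets had 2 of 30 higher, AKR1C2 and AKR1C1 (adjusted p 0.0559), hypoxia targets 1 higher and 2 lower of 33 (0.0742), apoptosis genes 1 higher, DIABLO with 2.23, and 2 lower, BCL2 and HRK, of 47 (0.755), mesenchymal genes 2 higher and 3 lower of 48 (0.237), epithelial genes 2 lower of 42, ESRP2 and ST14 (0.117), immediate-early genes 1 higher of 22, CCN1 (0.467), and interferon-stimulated genes 1 higher of 52, IRF9 (0.265). Of 24 p53 targets (0.755), 20 cholesterol genes (0.870) and 17 luminal prostate markers (0.740), 0 passed the bound. Fibroblast markers had 2 lower of 13 (0.403), endothelial markers 1 lower of 11 (0.0559) and leukocyte markers 1 lower of 16 (0.962).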
